# MicroRNA156 conditions auxin sensitivity to enable growth plasticity in response to environmental changes in *Arabidopsis*

**DOI:** 10.1038/s41467-023-36774-9

**Published:** 2023-03-22

**Authors:** Qing Sang, Lusheng Fan, Tianxiang Liu, Yongjian Qiu, Juan Du, Beixin Mo, Meng Chen, Xuemei Chen

**Keywords:** Light responses, Plant signalling, Plant development, Auxin

## Abstract

MicroRNAs (miRNAs) play diverse roles in plant development, but whether and how miRNAs participate in thermomorphogenesis remain ambiguous. Here we show that HYPONASTIC LEAVES 1 (HYL1)—a key component of miRNA biogenesis—acts downstream of the thermal regulator PHYTOCHROME INTERACTING FACTOR 4 in the temperature-dependent plasticity of hypocotyl growth in *Arabidopsis*. A *hyl1-2* suppressor screen identified a dominant *dicer-like1* allele that rescues *hyl1-2*’s defects in miRNA biogenesis and thermoresponsive hypocotyl elongation. Genome-wide miRNA and transcriptome analysis revealed microRNA156 (miR156) and its target *SQUAMOSA PROMOTER-BINDING-PROTEIN-LIKE 9* (*SPL9*) to be critical regulators of thermomorphogenesis. Surprisingly, perturbation of the miR156/*SPL9* module disengages seedling responsiveness to warm temperatures by impeding auxin sensitivity. Moreover, miR156-dependent auxin sensitivity also operates in the shade avoidance response at lower temperatures. Thus, these results unveil the miR156/*SPL9* module as a previously uncharacterized genetic circuit that enables plant growth plasticity in response to environmental temperature and light changes.

## Abstract (web summary)

Plants respond to light and temperature changes via the photoreceptor phytochrome B and the phytohormone auxin. Here the authors reveal microRNA156 as a previously uncharacterized developmental signal that gates environmentally regulated plant growth by licensing auxin sensitivity.

## Introduction

Phenotypic plasticity in response to temperature changes is critical for the survival of plants in diverse geographical environments and a constantly evolving global climate^1^. A moderate increase in the ambient temperature of only a few degrees can elicit dramatic adaptive responses in plant development, growth, metabolism, and immunity, which are collectively called thermomorphogenesis^2,3^. The need for a molecular understanding of the mechanism underpinning thermomorphogenesis has become imminent to predict and mitigate the impacts of an altered climate on species distribution, community composition, and crop productivity^4,5^.

The embryonic stem (hypocotyl) of *Arabidopsis thaliana* (*Arabidopsis*) is a well-established model used to interrogate the mechanism of growth plasticity in response to environmental cues. Warmer temperatures greatly accelerate hypocotyl growth^6^. Plants sense changes in ambient temperature via the red (R) and far-red (FR) photoreceptor phytochrome B (PHYB)^7,8^. PHYB monitors light quality, quantity, and periodicity through reversible photoconversions between two relatively stable conformers, an R-light-absorbing inactive Pr and an FR-light-absorbing active Pfr^9,10^. The active Pfr can also spontaneously revert to the inactive Pr in a light-independent process called thermal reversion. The rate of thermal reversion of PHYB becomes faster with temperature increases between 10 °C and 30 °C—i.e., warm temperatures destabilize the active Pfr—thereby making PHYB a thermosensor in addition to a photoreceptor^7,8^. As active PHYB inhibits hypocotyl elongation, the Pfr/Pr equilibrium of PHYB works as an adjustable thermal and photo switch to modulate hypocotyl elongation in response to temperature and light cues. Thus, warm temperatures act similarly to the FR light reflected in the shade of neighboring plants to attenuate the inhibition of hypocotyl growth by PHYB.

PHYB controls hypocotyl elongation by regulating the biosynthesis and signaling of phytohormones, such as auxin. PHYB interacts directly with a family of basic helix-loop-helix transcription factors, known as PHYTOCHROME-INTERACTING FACTORs (PIFs), to control their stability and transcriptional activity^11,12^. The growth plasticity of the hypocotyl is regulated mainly by PIF4, 5, and 7^13–16^. Warm temperatures promote the expression, accumulation, and activity of PIF4 and PIF7, which in turn activate genes associated with auxin biosynthesis and signaling^13–15,17,18^. The current model posits that warm temperatures, as well as shade, are perceived by PHYB primarily in the cotyledons and young leaves to enhance auxin production by inducing the expression of *YUCCA* (*YUC*) genes that encode flavin monooxygenase-like enzymes for auxin biosynthesis^19,20^. Subsequently, auxin is transported into the hypocotyl and acts collaboratively with other phytohormones, including brassinosteroids, to generate the cell elongation response^19–22^.

MicroRNAs (miRNAs) are 20-to-24 nucleotide-long endogenous noncoding RNAs that regulate almost all aspects of plant development and growth^23^. *MIRNA* genes are first transcribed into long primary miRNA (pri-miRNA) transcripts, which are then processed into miRNA duplexes by the RNAase III family enzyme DICER-LIKE 1 (DCL1) and two accessory proteins, the dsRNA-binding protein HYPONASTIC LEAVES 1 (HYL1) and the C2H2 zinc finger protein SERRATE (SE)^24–26^. A miRNA duplex is then loaded primarily into ARGONAUTE 1 (AGO1), and one strand of the duplex is retained as the miRNA guide that targets AGO1 to the cognate target messenger RNA based on sequence complementarity, resulting in the degradation or translational repression of the target transcripts^27–31^.

The role of miRNAs in thermomorphogenesis remains ambiguous. The interaction between miRNAs and thermomorphogenesis has been best explored in the context of floral induction. Shoot development can be divided into three phases: a juvenile vegetative phase, an adult vegetative phase, and a reproductive phase. miR156, which is expressed at very high levels in the juvenile phase and declines as the shoot develops, serves as an endogenous developmental regulator of both the juvenile-to-adult vegetative and the vegetative-to-reproductive phase transitions^32^. miR156 exerts its functions by repressing the expression of 10 *SQUAMOSA PROMOTER BINDING PROTEIN-LIKE* (*SPL*) transcription factors^33^. Elevated growth temperature accelerates flowering^34^. One proposed mechanism for this process is via the temperature-dependent regulation of miR156 accumulation. Several attempts were made to identify ambient temperature-responsive miRNAs in *Arabidopsis*. By comparing 10-day-old *Arabidopsis* seedlings grown at 16 °C and 23 °C, Lee et al. identified six temperature-responsive miRNAs, including four miRNAs (miR163, miR172, miR398, and miR399) upregulated and two (miR156 and miR169) downregulated by the warmer temperature^35,36^. The decrease in miR156 accumulation was attributed to reduced enzymatic efficiency in the processing of pri-miR156 into mature miR156 at the warmer temperature^37^. Supporting this model, the precision of the DCL1 activity appeared to be less robust and more reliant on the accessory proteins HYL1 and SE at higher temperatures^38^. Moreover, the thermal regulators PIF4 and PIF5 have been reported to directly suppress the expression of *MIR156* in shade conditions^39^, implying that warm temperatures could also downregulate miR156 abundance at the transcriptional level. However, arguing against this model, the temperature-dependent accumulation of miR156 has not been observed consistently. In two other studies, the miR156 level was found to be either unchanged or even increased at warmer temperatures^38,40^, suggesting the level of miR156 could be largely influenced by the growth conditions and developmental stages of the plants.

Circumstantial evidence suggests miRNAs may contribute to temperature-dependent plant growth plasticity. First, the thermoregulator PIF4 has been shown to interact with DCL1 and HYL1 to influence the biogenesis of miRNAs involved in hypocotyl growth regulation, raising the possibility that temperature signaling and miRNA biogenesis are connected directly^41^. Second, miRNAs could participate in thermomorphogenesis via the regulation of auxin signaling. Auxin is perceived by the TRANSPORT INHIBITOR RESPONSE 1/AUXIN RESPONSE F-BOX (TIR1/AFB) auxin co-receptors, which are the substrate recognition subunits of the CULLIN1-based E3 ubiquitin ligase SCF^TIR1/AFB^. Auxin binding to TIR1/AFB promotes the degradation of transcription repressors called AUXIN/INDOLE ACETIC ACID (Aux/IAA) proteins. The proteolysis of Aux/IAA proteins relieves their inhibition of AUXIN RESPONSE FACTORs (ARFs), leading to the transcription activation of downstream auxin-responsive genes^42,43^. The auxin-responsive genes include critical components of auxin signaling, such as the *Aux/IAA* genes encoding transcriptional repressors of the auxin response, as well as a large family of *SMALL AUXIN UP RNA* (*SAUR*) genes, whose products regulate the activity of plasma membrane H^+^-ATPases to promote apoplastic acidification and plasma membrane hyperpolarization in cell elongation^44^. Auxin signaling is the target of several miRNAs^45^. For instance, miR393 targets *TIR1*/*AFB*; miR160 and miR167 target *ARF10*/*16*/*17* and *AFR6*/*8*, respectively; and miR390 triggers the production of *TAS3*-derived trans-activating short-interfering RNAs (tasiRNAs) that negatively regulate *ARF2*, *ARF3*, and *ARF4*. However, whether these auxin-relevant miRNAs are involved in thermomorphogenesis remains unclear.

To determine whether and how miRNAs participate in thermomorphogenesis, here we utilized the *Arabidopsis* hypocotyl as a model to test whether mutants in miRNA biogenesis are impaired in the thermoresponsive hypocotyl growth. Using a combination of genetics, genomics, and molecular biology approaches, we demonstrate that miRNA biogenesis plays an essential role in thermomorphogenesis. Unexpectedly, we identified miR156 and its target *SPL9* as novel regulators of thermo-inducible hypocotyl elongation. Intriguingly, the miR156/*SPL9* module enables thermomorphogenesis by licensing auxin sensitivity. Moreover, miR156-dependent auxin sensitivity also operates in the shade avoidance response at lower temperatures. Together, our results unveil the miR156/*SPL9* module as a previously uncharacterized developmental pathway that enables plant’s growth plasticity in response to environmental temperature and light changes.

## Results

### HYL1 is required for thermomorphogenesis

To explore the function of miRNAs in thermomorphogenesis, we first examined the PHYB-mediated thermoresponsive hypocotyl elongation between 21 °C and 27 °C in miRNA biogenesis mutants *dcl1-20*, *hyl1-2*, and *se-1*. To avoid the complex influence of the blue light photoreceptor CRY1 on thermomorphogenesis^14,46^, we measured the daytime temperature response under continuous monochromatic R light^14,17^. Because thermomorphogenesis is mediated prominently by three bHLH transcription factors, PIF4, PIF5, and PIF7^13–16^, we used *pif4-2* and *pif457* as negative controls. Among the three miRNA biogenesis mutants, only *hyl1-2* showed a dramatic defect in the temperature response, comparable to that of *pif4-2* (Fig. 1a, b), while *dcl1-20* exhibited a normal response like that of Col-0, and *se-1* had a moderately reduced response (Fig. 1a, b). The discrepancies among the miRNA biogenesis mutants can be explained by the fact that only *hyl1-2* is a null allele^26,47^, whereas neither *dcl1-20*^48^ nor *se-1*^49^ is a null mutant because their null mutants are embryonic lethal^50,51^. However, it was equally possible that the phenotype of *hyl1-2* was attributable to a unique function of HYL1 independent of miRNA biogenesis.

**Fig. 1:**
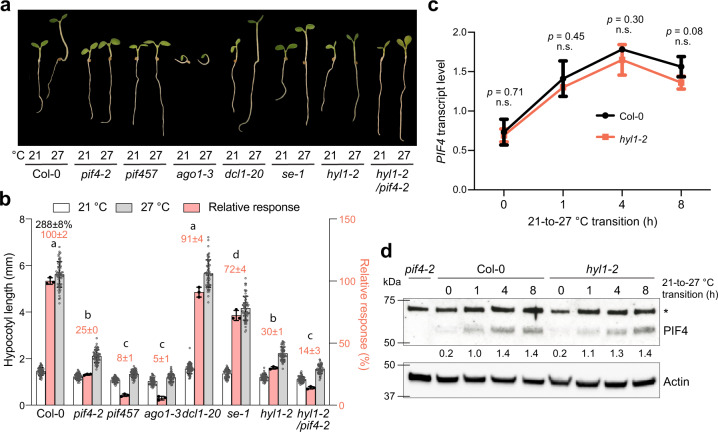
HYL1 is required for thermomorphogenesis. **a** Representative images of 4-d-old Col-0, *pif4-2*, *pif457*, *ago1-3, dcl1-20, se-1, hyl1-2*, and *hyl1-2/pif4-2* seedlings grown under 50 μmol m^−2^ s^−1^ R light at either 21 °C or 27 °C. **b** Hypocotyl length measurements of the seedlings in (**a**) and their relative responses to the higher temperature. The open and gray bars represent hypocotyl length measurements at 21 °C and 27 °C, respectively. Error bars for the hypocotyl measurements represent s.d. (*n* = 60 seedlings). The black number above the Col-0 columns represents the percent increase in hypocotyl length (mean ± s.d., *n* = 3 biological replicates) at 27 °C compared with 21 °C. The pink bars show the relative response, which is defined as the hypocotyl response to 27 °C of a mutant relative to that of Col-0 (set at 100%). Pink numbers show the mean ± s.d. values of the relative responses. Different lowercase letters above the bars denote statistically significant differences in the relative responses (ANOVA, Tukey’s HSD, *p* < 0.01, *n* = 3 biological replicates). Error bars for the relative responses represent the s.d. of three biological replicates. The centers of all error bars indicate the mean values. **c** qRT-PCR analysis of the *PIF4* transcript levels in 4-d-old Col-0 and *hyl1-2* seedlings grown under 50 μmol m^−2^ s^−1^ R light at the indicated time points during the 21-to-27 °C transition. The transcript levels were quantified relative to those of *PP2A*. Error bars represent the s.d. of three biological replicates. The centers of the error bars represent the mean values. Statistical significance was analyzed using a two-tailed Student’s t-test. **d** Immunoblot analyses of PIF4 protein levels in response to elevated temperature. Four-day-old Col-0 and *hyl1-2* seedlings grown at 50 μmol m^−2^ s^−1^ R light at 21 °C were transferred to 27 °C under the same light conditions for up to 8 h, and samples were collected at the indicated time points. The dark-grown *pif4-2* sample was used as a negative control. Actin was used as a loading control. The relative levels of PIF4, normalized to actin, are shown underneath the PIF4 immunoblots. The asterisk indicates nonspecific bands. The experiment was repeated three times with similar results. The source data underlying the hypocotyl measurements in (**b**), the qRT-PCR analysis in (**c**), and the immunoblots in (**d**) are provided in the Source Data file.

To test the genetic relationship between HYL1 and PIF4 in thermomorphogenesis, we generated a *hyl1-2/pif4-2* double mutant. The *hyl1-2/pif4-2* mutant was slightly less responsive to the warm temperature than the single *hyl1-2* and *pif4-2* mutants (Fig. 1a, b), suggesting that HYL1 and PIF4 work in both overlapping and parallel pathways. One possibility is that the function of HYL1 is required for the action of multiple PIFs, as the phenotype of *hyl1-2/pif4-2* was similar to *pif457* (Fig. 1a, b). However, we could not exclude that HYL1 is also involved in PIF-independent pathways. The *hyl1-2* mutant exhibited a normal response in the warm-temperature-induced accumulation of *PIF4* mRNA and protein (Fig. 1c, d), suggesting that HYL1 is dispensable for temperature sensing and the early signaling steps leading to PIF4 accumulation.

### miRNA biogenesis plays an essential role in thermomorphogenesis

To test whether *hyl1-2*’s defect in thermomorphogenesis was due to its deficiency in miRNA biogenesis, we examined the temperature response in a null allele of *ago1*, *ago1-3*, which is expected to abolish global miRNA functions^52^. Intriguingly, *ago1-3* almost completely lost the warm temperature response, displaying a phenotype similar to *pif457* (Fig. 1a, b). These results strongly support an important role of miRNAs in thermomorphogenesis. However, because *ago1-3* exhibits severe and pleiotropic developmental defects, the lack of the thermoresponsive hypocotyl response in *ago1-3* could be due to a general developmental deficiency as opposed to a specific block in temperature signaling.

To further determine the role of miRNAs in thermomorphogenesis, we performed a forward genetic screen for suppressor mutations that could restore the hypocotyl elongation response at 27 °C in *hyl1-2*. We mutagenized *hyl1-2* seeds with ethyl methanesulfonate (EMS) and screened for suppressor mutants that were taller than *hyl1-2* at 27 °C. To eliminate mutants with a long hypocotyl at both high and low temperatures, such as a *phyB* mutant, we conducted a secondary screen to search for mutants that had a similar hypocotyl length as *hyl1-2* at the low temperature—i.e., we screened for mutants that were taller than *hyl1-2* at 27 °C but not 21 °C. Three *hyl1-2* suppressor (*hs*) mutations, named *hs400*, *hs470*, and *hs471*, completely restored the thermoresponsive hypocotyl response in *hyl1-2* (Fig. 2a, b). We backcrossed *hs400/hyl1-2* to *hyl1-2* to generate a B2 (backcross 2 generation) mapping population. The suppressor phenotype segregated in about 75% of the B2 seedlings, indicating that the suppressor mutation was dominant. Then, we utilized Illumina sequencing to sequence the DNA pooled from at least 96 *hyl1-2*-like B2 plants—i.e., seedlings with a short hypocotyl at 27 °C—as well as the DNA from homozygous *hs400/hyl1-2* in the M3 generation. Using a point mutation mapping pipeline called SIMPLE^53^, we identified in *hs400/hyl1-2* a mutation in the *DCL1* locus (AT1G01040), which leads to a proline-to-serine substitution at amino acid 1448 (P1448S) in DCL1 (Fig. 2c). Interestingly, this exact mutant allele was previously isolated as *dcl1-24* from a different *hyl1-2* suppressor screen based on the rescue of the leaf hyponasty phenotype in adult *hyl1-2* plants^54^. We then sequenced the *DCL1* locus of *hs470/hyl1-2* and *hs471/hyl1-2* and found that these two suppressor mutants also carried the same mutation as in the previously described *dcl1-24*. The *hs400/hyl1-2* mutant, designated *dcl1-24/hyl1-2* hereafter, was used for the subsequent analysis.

**Fig. 2:**
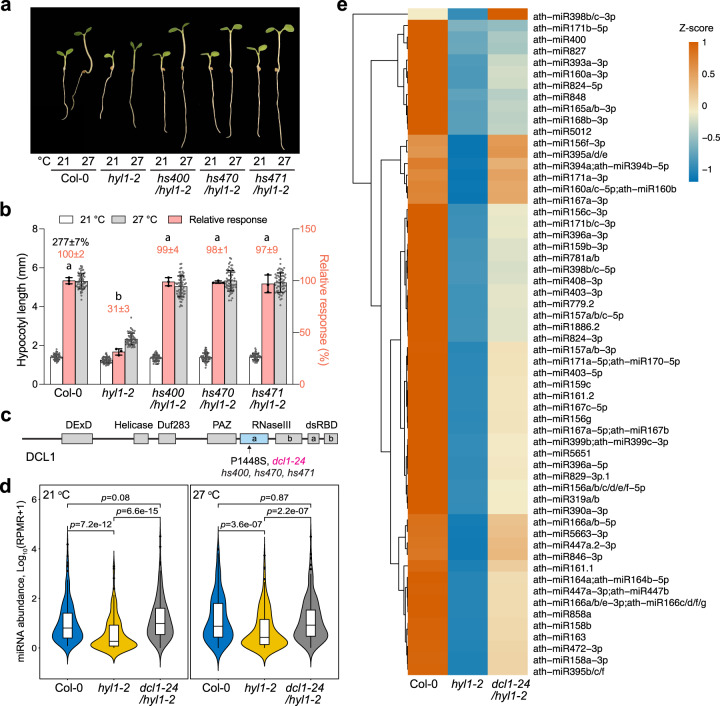
MicroRNA biogenesis is essential for thermomorphogenesis. **a** Representative images of 4-d-old Col-0, *hyl1-2*, *hs400/hyl1-2*, *hs470/hyl1-2*, and *hs471/hyl1-2* seedlings grown under 50 μmol m^−2^ s^−1^ R light at either 21 °C or 27 °C. **b** Hypocotyl length measurements of the seedlings in (**a**) and their relative responses to the warm temperature. The open and gray bars represent hypocotyl length measurements at 21 °C and 27 °C, respectively. Error bars for the hypocotyl measurements represent s.d. (*n* = 60 seedlings). The black number above the Col-0 columns represents the percent increase in hypocotyl length (mean ± s.d., *n* = 3 biological replicates) at 27 °C compared with 21 °C. The pink bars show the warm-temperature response of a mutant relative to that of Col-0 (set at 100%). Pink numbers show the mean ± s.d. values of the relative responses. Different lowercase letters above the bars denote statistically significant differences in the relative responses (ANOVA, Tukey’s HSD, *p* < 0.01, *n* = 3 biological replicates). Error bars for the relative responses represent the s.d. of three biological replicates. The centers of all error bars indicate the mean values. **c** Schematic illustration of the domain structure of DCL1 and the position of the suppressor *dcl1-24* mutation. **d** Violin plots showing the relative global miRNA levels in Col-0, *hyl1-2*, and *dcl1-24/hyl1-2* at 21 °C (left) and 27 °C (right). The miRNA levels were quantified relative to the respective reads from small RNA fragments derived from 45S rRNA. RPMR, reads per million of rRNA reads. In the box and whisker plots, the boxes represent the 25% to 75% quantiles, and the bars are equal to the median. Statistical significance was analyzed using a two-tailed Student’s t-test, *n* = 3 independent biological replicates. **e** Heatmap showing the relative levels of the 56 miRNAs downregulated in *hyl1-2* and rescued in *dcl1-24/hyl1-2* at 27 °C. The source data underlying the hypocotyl measurements in (**b**) are provided in the Source Data file.

The P1448S mutation lies in the RNaseIIIa domain of DCL1 (Fig. 2c). The RNaseIIIa domain works with the helicase domain to exert an autoinhibitory function on DCL1’s catalytic activity, which can be activated by HYL1^54^. It was suggested that the P1448S substitution in DCL1, and also five other mutations in the RNaseIIIa and helicase domains, could suppress the autoinhibitory function of these two domains, thereby releasing DCL1’s catalytic activity in the absence of HYL1^54,55^. To confirm that *dcl1-24* could rescue the miRNA biogenesis defects in *hyl1-2* in our experimental settings, we performed small RNA sequencing to quantify the genome-wide miRNA levels in Col-0, *hyl1-2*, and *dcl1-24/hyl1-2* seedlings grown at both 21 °C and 27 °C. As expected, the levels of miRNAs decreased globally in *hyl1-2* compared to Col-0, and this phenotype of *hyl1-2* was largely recovered in *dcl1-24/hyl1-2* at both temperatures (Fig. 2d and Supplementary Data 1). 

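Small RNA libraries were prepared from whole 4-d-old seedlings of Col-0 (the wild type), of *hyl1-2* (a mutant of HYL1, the double-stranded RNA-binding protein that works with the RNase III enzyme DCL1 in cutting miRNAs from their precursors) and of *dcl1-24/hyl1-2* (which also carries the suppressor substitution in DCL1). Each genotype was represented by 3 libraries at 21 °C and by 3 at 27 °C, which gave 18 libraries in 6 groups. Seedlings were kept in red light at 21 °C for 48 h and then at the final temperature for another 48 h. The paper gives this light as 50 μmol m-2 s-1 and the sample labels as 50 mmol m-2 s-1. The legend of Fig. 2d gives n as 3 independent biological replicates, and the Reporting Summary of the paper also names biological replicates for the small RNA sequencing. Neither says whether these were separate plantings. The authors trimmed the adapters with cutadapt 3.0, aligned the reads to the Araport11 genome with ShortStack and gave the level of each annotated miRNA relative to the 45S rRNA reads of the same library. The values are therefore reads relative to 45S rRNA reads (RPMR), and a value depends on the rRNA fragments as well as on the miRNA.
The deposited table lists 161 entries for 203 miRNA names. Of these, 29 entries cover several miRNAs of identical mature sequence, such as the guide strands of miR156a to miR156f, which appear as a single level. By the paper's methods, reads were aligned without mismatches. Only reads that match several family members exactly were placed among them by the aligner, and the split of those reads is uncertain. Within a library, the values are whole multiples of the smallest one, and 1 read corresponds to 0.24 to 0.896 RPMR. On this basis the miRNA reads per library ranged from 74925 to 104136 (median 88415) in Col-0 at 21 °C and from 68857 to 173156 (median 100092) in Col-0 at 27 °C. In *hyl1-2* they ranged from 11040 to 13765 (median 12127) at 21 °C and from 23319 to 77936 (median 23530) at 27 °C, the lowest medians of the 3 genotypes. In *dcl1-24/hyl1-2* the range was 61810 to 119743 (median 96614) at 21 °C and 99148 to 147642 (median 118929) at 27 °C.
Each miRNA was tested with limma on log2(RPMR + 1), in a fit of all 18 libraries with a mean for each of the 6 groups, over the 139 entries with a mean of at least 1 RPMR. On this scale the fold change of a low miRNA is understated. Calls were made either at the paper's threshold of p under 0.01 and a fold change over 2, taken here with the unadjusted p of limma, or at a Benjamini-Hochberg adjusted p under 0.05. Lists of miRNAs were tested as groups with fry, limma's rotation test of whether the members of a list move, on balance, in the same direction. It does not compare a list with the other miRNAs, so a list can pass where most miRNAs move that way.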

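miR158a-3p, which took 32.2% ± 6.41 (SD, n = 3 libraries) of all miRNA RPMR in Col-0 at 21 °C, had a log2 fold change of -2.56 (standard error 0.58, limma adjusted p = 0.00016) in *hyl1-2* against Col-0 at 27 °C. miR166a-3p, which represses HD-ZIP III transcription factor genes, had -2.0 (standard error 0.62, limma adjusted p = 0.0052). miR158a-3p stayed lower with libraries scaled to summed miRNA RPMR (-0.73, limma adjusted p = 0.045) and by median-of-ratios (-0.50, limma adjusted p = 0.17), and turned to 0.10 when miR5026 was left out of the sum. miR166a-3p had -0.16, 0.069 and 0.67 under these 3 scalings. miR165a-3p, of the same target group as miR166, fell by 4.24 on the log2 scale (standard error 0.75, limma adjusted p = 2.8e-06), and miR319c, which represses TCP genes of leaf growth, by 4.78 (standard error 0.74, limma adjusted p = 8.2e-08). These last 2 stayed lower under each scaling tried. Relative to 45S rRNA reads, miR5026 and miR5654-5p were the only miRNAs higher in *hyl1-2* at 27 °C at an adjusted p under 0.05, with log2 fold changes of 2.56 (standard error 0.62, limma adjusted p = 0.00035) and 1.46 (standard error 0.63, limma adjusted p = 0.042). The call of miR5654-5p was lost with a pseudocount of 5 (limma adjusted p = 0.13). It was also lost without *hyl1-2* at 27 °C replicate 1 or 3 or Col-0 at 27 °C replicate 1 or 2 (limma adjusted p = 0.12, 0.10, 0.086 and 0.14). The call of miR166a-3p was lost without *hyl1-2* at 27 °C replicate 3 (limma adjusted p = 0.069).
Over all 161 entries, the mean of log10(RPMR + 1) per library was 1.07 ± 0.09 in Col-0, 0.541 ± 0.089 in *hyl1-2* and 1.11 ± 0.15 in *dcl1-24/hyl1-2* at 21 °C (SD, n = 3 libraries each). At 27 °C it was 1.13 ± 0.20 in Col-0, 0.704 ± 0.108 in *hyl1-2* and 1.08 ± 0.20 in *dcl1-24/hyl1-2*. Across both temperatures, *hyl1-2* lay 0.48 below Col-0 and *dcl1-24/hyl1-2* 0.47 above *hyl1-2* (exact permutation test within temperature, two-sided p = 0.005 for each, the smallest p that 6 libraries against 6 allow there). The difference of -0.01 between *dcl1-24/hyl1-2* and Col-0 was smaller than the spread between libraries (same exact test, p = 0.87). Its sign changed when single libraries were left out, to 0.014 without Col-0 at 21 °C replicate 1, 0.034 without Col-0 at 27 °C replicate 2, 0.0066 without *dcl1-24/hyl1-2* at 21 °C replicate 1, 0.013 without *dcl1-24/hyl1-2* at 21 °C replicate 2 and 0.039 without *dcl1-24/hyl1-2* at 27 °C replicate 1. With 3 libraries against 3 at a single temperature, the smallest p is 0.1. The summed miRNA RPMR was 7.13-fold higher in Col-0 than in *hyl1-2* at 21 °C and 3.68-fold higher at 27 °C. Without miR5026 these ratios were 10.5 and 6.4.
Of 41 guide strands tested (the strand of the duplex loaded into AGO1), 32 were lower in *hyl1-2* than in Col-0 at 27 °C at an adjusted p under 0.05 (34 when adjusted over the list alone, fry adjusted p = 0.0026). Of 37 passenger strands, 23 were lower (23 when adjusted over the list alone, fry adjusted p = 0.013). Of 69 miRNAs of families found in many flowering plants, 48 were lower (49 when adjusted over the list alone, fry adjusted p = 0.0029). Of 70 miRNAs of other families, 27 were lower and 2 were higher (26 and 1 when adjusted over the list alone, fry adjusted p = 0.018). With median-of-ratios scaling, the guide strands and the conserved families stayed lower (fry adjusted p = 0.013 and 0.013). Passenger strands no longer moved together (fry adjusted p = 0.98), and the other families turned to higher, short of the threshold (fry adjusted p = 0.79). Levels were not matched between these lists. In Col-0, 39 of the 70 other and 19 of the 69 conserved miRNAs lay at 0 to 7.53 RPMR, where a fall is understated. The median difference between these 2 kinds of families per library, over both temperatures, changed sign with a single library left out.
At an adjusted p under 0.05 from limma, 83 miRNAs were lower and 1 was higher in *hyl1-2* than in Col-0 at 21 °C, and 75 were lower and 2 higher at 27 °C. Between *dcl1-24/hyl1-2* and *hyl1-2*, 111 were higher and 3 lower at 21 °C, and 66 were higher and 4 lower at 27 °C. The 66 moved to 40 without *dcl1-24/hyl1-2* at 27 °C replicate 3, 42 without *hyl1-2* at 27 °C replicate 3 and 95 without *dcl1-24/hyl1-2* at 27 °C replicate 1. Between *dcl1-24/hyl1-2* and Col-0, 19 were higher and 11 lower at 21 °C, and 23 were higher and 14 lower at 27 °C. These directions are relative to 45S rRNA reads. With median-of-ratios scaling, 35 were lower and 21 higher in *hyl1-2* than in Col-0 at 21 °C, and 23 lower and 19 higher at 27 °C. With libraries scaled to summed miRNA RPMR these were 29 and 24 at 21 °C and 31 and 15 at 27 °C, and without miR5026 in that sum they were 24 and 33 and then 15 and 28. Between *dcl1-24/hyl1-2* and *hyl1-2*, median-of-ratios scaling gave 40 higher and 10 lower at 21 °C and 18 and 5 at 27 °C. Scaling to summed miRNA RPMR turned this balance, with 21 and 23 and then 4 and 8, and without miR5026 in the sum the counts were 25 and 13 and then 17 and 6. Between *dcl1-24/hyl1-2* and Col-0, scaling to summed miRNA RPMR turned the balance to 11 higher and 17 lower at 21 °C and to 17 higher and 30 lower at 27 °C. More were higher than lower with median-of-ratios scaling (22 higher and 16 lower at 21 °C, 24 and 16 at 27 °C) and with the sum without miR5026 (26 and 6, then 29 and 7). The median log2 fold change of the 139 miRNAs in *hyl1-2* against Col-0 was -1.95 at 21 °C and -1.62 at 27 °C. It moved to -0.36 and -0.21 with median-of-ratios scaling, to -0.25 and -0.45 with libraries scaled to summed miRNA RPMR, and to 0.21 and 0.27 when miR5026 was left out of that sum.

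**Figure D1:**
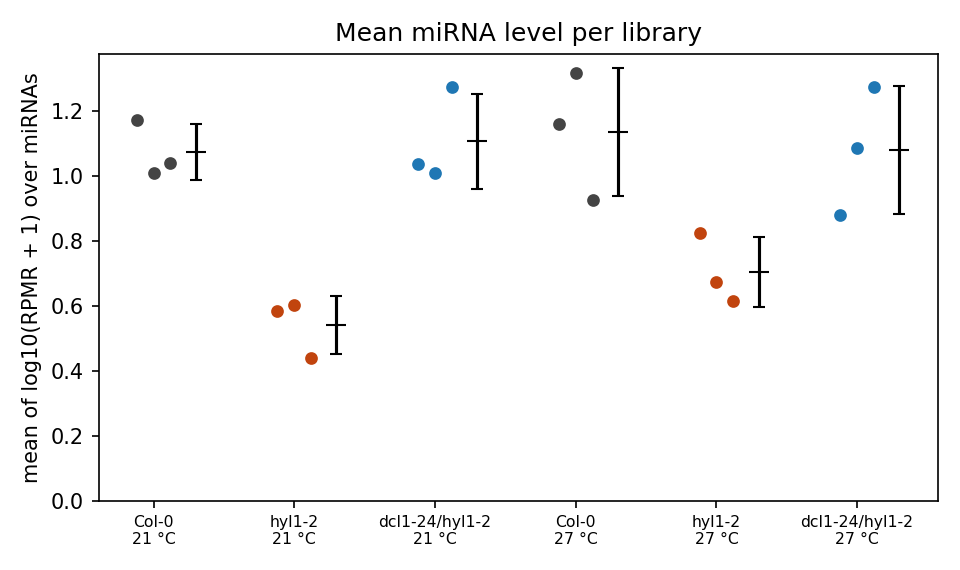
Mean of log10(RPMR + 1) over the 161 miRNA entries in each library (points), with the mean and SD of the 3 libraries of each genotype and temperature (bars to the right of the points). The *hyl1-2* libraries lie between 0.438 and 0.824 and the libraries of Col-0 and *dcl1-24/hyl1-2* between 0.881 and 1.32, all relative to 45S rRNA reads, while for the median miRNA the difference from Col-0 turns with libraries scaled to summed miRNA RPMR without miR5026 and that from *dcl1-24/hyl1-2* turns at 27 °C with libraries scaled to summed miRNA RPMR.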

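miR173-5p, which starts the production of trans-acting siRNAs from *TAS1* and *TAS2* transcripts, had the lowest log2 fold change in *hyl1-2* against Col-0 at 27 °C, -6.30 (standard error 0.75, limma adjusted p = 1.4e-11). miR159a, which represses GAMYB-like genes such as *MYB33* and *MYB65*, fell by 5.29 on the log2 scale (standard error 0.67, limma adjusted p = 1.4e-10). miR162a-3p, whose target is the *DCL1* mRNA itself, fell by 5.00 (standard error 0.75, limma adjusted p = 3.4e-08). miR171b-3p, which represses scarecrow-like genes, fell by 3.35 (standard error 0.66, limma adjusted p = 1.9e-05). In *dcl1-24/hyl1-2*, miR159a was higher than in *hyl1-2* by a log2 fold change of 2.54 (standard error 0.67, limma adjusted p = 0.0018) and still lower than in Col-0, with -2.75 (standard error 0.67, limma adjusted p = 0.00079). miR775 was about as low in *dcl1-24/hyl1-2* as in *hyl1-2*, with log2 fold changes against Col-0 of -2.80 (standard error 0.67, limma adjusted p = 0.00058) and -2.79 (standard error 0.67, limma adjusted p = 0.00031). None of the directions of these miRNAs turned under a scaling that was tried. The call of miR775 in *hyl1-2* was lost with median-of-ratios scaling (limma adjusted p = 0.11), as was that of miR159a between *dcl1-24/hyl1-2* and *hyl1-2* (0.051 by the same test).
In TAIR10.1, mature miR173-5p matches chromosome 3 from 8236161 to 8236182 (plus strand, MIR173, AT3G23125), miR159a matches chromosome 1 from 27713234 to 27713254 (minus strand, MIR159a, AT1G73687) and miR162a-3p matches chromosome 5 from 2634936 to 2634956 (minus strand, MIR162a, AT5G08185). Each lies within its own annotated miRNA gene.
Of all 139 miRNAs tested, 75 were lower in *hyl1-2* than in Col-0 at 27 °C at an adjusted p under 0.05, so a fall was not particular to the lists that follow. Of 20 miRNAs of leaf and meristem development (miR159, miR164, miR165, miR166, miR172, miR319 and miR396), 15 were lower in *hyl1-2* at 27 °C (16 when adjusted over the list alone, fry adjusted p = 0.0029), and none was higher. Of the 20, 9 were higher in *dcl1-24/hyl1-2* than in *hyl1-2* (9 when adjusted over the list alone, fry adjusted p = 0.033, or 0.74 with median-of-ratios scaling). Families that target mRNAs of the silencing machinery (miR162 for *DCL1*, miR168 for *AGO1*, miR403 for *AGO2*) had 7 entries, passenger strands included. Of the 7, 5 were lower in *hyl1-2* (5 when adjusted over the list alone, fry adjusted p = 0.0029). Of these, 2, both strands of miR162a/b, were also lower in *dcl1-24/hyl1-2* than in Col-0 (2 when adjusted over the list alone, fry adjusted p = 0.26 for the whole list, or 0.015 with median-of-ratios scaling).
At an unadjusted p under 0.01 from limma and a fold change over 2, 64 of the 139 miRNAs tested were lower in *hyl1-2* than in Col-0 at 27 °C and 1 was higher. The fitted level in *dcl1-24/hyl1-2* was within 2-fold of Col-0 for 37 of these 64 (57.8%), and 38 of the 64 were higher in *dcl1-24/hyl1-2* than in *hyl1-2* at an adjusted p under 0.05. The 27 others were all more than 2-fold below Col-0, among them miR173-5p, miR159a, miR162a-3p, miR775, miR403-3p, miR393a-3p and the shared guide strand of miR156a to miR156f. At 21 °C, 73 were lower in *hyl1-2*, and 52 of them (71.2%) were within 2-fold of Col-0 in *dcl1-24/hyl1-2*. Counting as recovered every miRNA that was not past the same threshold against Col-0 gave 54 of the 64 at 27 °C. Leaving out 1 library moved the count within 2-fold at 27 °C to 23 without Col-0 at 27 °C replicate 1, 19 without Col-0 at 27 °C replicate 3, 22 without *hyl1-2* at 27 °C replicate 3 and 15 without *dcl1-24/hyl1-2* at 27 °C replicate 3. It rose to 49 without *dcl1-24/hyl1-2* at 27 °C replicate 1. With median-of-ratios scaling 17 miRNAs were lower and 8 of them within 2-fold.

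**Figure D2:**
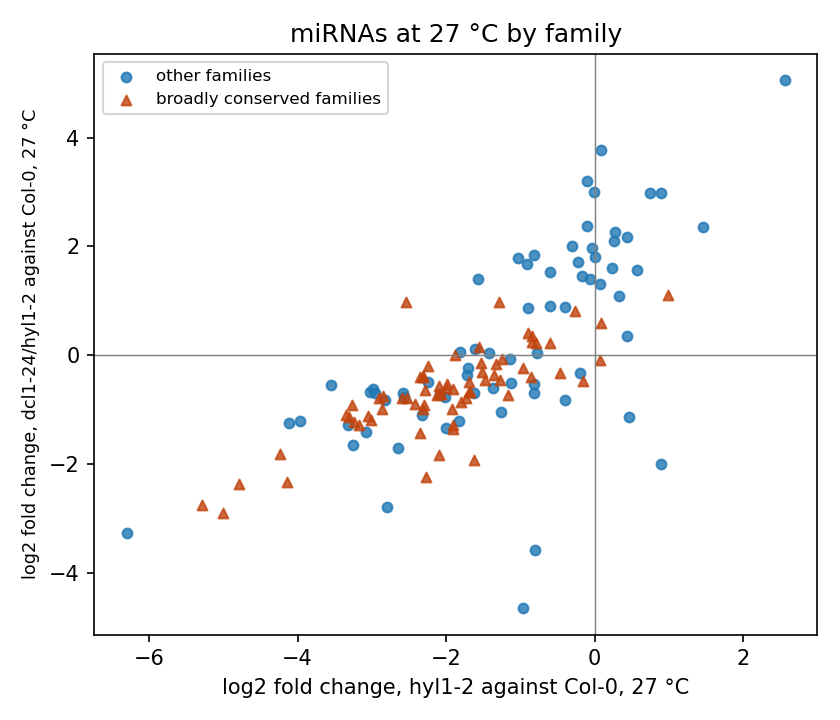
Log2 fold change at 27 °C of *hyl1-2* against Col-0 (horizontal axis) and of *dcl1-24/hyl1-2* against Col-0 (vertical axis), each point a miRNA entry, with triangles for the 69 of broadly conserved families and circles for the 70 of other families, on axes that share the 3 Col-0 libraries, which alone gives a positive relation. Points left of 0 are lower in *hyl1-2* relative to 45S rRNA reads, as most are, while scaling to the miRNAs themselves centers the values by its construction and moves their median from -1.62 to -0.45 (summed miRNA RPMR), -0.21 (median-of-ratios) or 0.27 (the sum without miR5026).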

At 27 °C, 65 miRNAs were downregulated significantly (*p* < 0.01) by twofold in *hyl1-2* compared to Col-0; 56 of them were rescued to levels similar (within twofold) to those in Col-0 in *dcl1-24/hyl1-2* (Fig. 2e and Supplementary Data 1). Thus, the *dcl1-24/hyl1-2* suppressor mutant provides genetic evidence supporting that the thermomorphogenesis defect in *hyl1-2* is due to the deficiency in miRNA biogenesis.

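miR822-5p and miR822-3p are cut by another Dicer, DCL4, from a long hairpin (MIR822, AT5G03552, TAIR10.1 chromosome 5, mature strands at 897287 to 897307 and 897067 to 897087 on the minus strand). They had log2 fold changes of -0.96 (standard error 0.75, limma adjusted p = 0.28) and -0.80 (standard error 0.70, limma adjusted p = 0.34) in *hyl1-2* against Col-0 at 27 °C. These did not pass the test and turned to 1.09 and 1.15 with median-of-ratios scaling. Their median of -0.88 lay above that of all 139 miRNAs, -1.62, by 1.03 times the mean standard error of the 2 strands. That mean is not the standard error of this difference, so a smaller fall of these strands was not established. In *dcl1-24/hyl1-2* both strands were lower than in Col-0, with log2 fold changes of -4.65 (standard error 0.75, limma adjusted p = 4.9e-07) and -3.59 (standard error 0.70, limma adjusted p = 3.1e-05). These were the 2 members tested of the list of DCL4 products, both were lower also when adjusted over the list alone, and a list of 2 was too short for fry. miR840-5p was likewise lower in *dcl1-24/hyl1-2*, by a log2 fold change of -2.89 (standard error 0.72, limma adjusted p = 0.0010) against *hyl1-2*.
Among miRNAs that respond to nutrients, miR395a, which represses ATP sulfurylase and sulfate transporter genes, had a log2 fold change of -1.87 (standard error 0.57, limma adjusted p = 0.0042) in *hyl1-2* against Col-0. It was higher again by 1.87 (standard error 0.57, limma adjusted p = 0.0054) in *dcl1-24/hyl1-2* against *hyl1-2*. Both tested members of miR395 were lower in *hyl1-2* and higher in *dcl1-24/hyl1-2* than in *hyl1-2* (2 and 2 when adjusted over the list alone, too few for fry). Of the 2, 0 differed between *dcl1-24/hyl1-2* and Col-0 by limma, with 0 also at an unadjusted p under 0.05. Of 3 phosphate-responsive miRNAs, 2 were lower in *hyl1-2* (2 when adjusted over the list alone, fry adjusted p = 0.012, or 0.98 with median-of-ratios scaling). Among them was miR827, which represses the ubiquitin ligase gene *NLA*, with -1.91 (standard error 0.54, limma adjusted p = 0.0021).
From the lower miRNA levels in *hyl1-2* and their recovery in *dcl1-24/hyl1-2*, together with the recovered hypocotyl response of the suppressor (Fig. 2a, b, d, e), the paper takes the suppressor as genetic evidence supporting that the thermomorphogenesis defect of *hyl1-2* is due to its deficiency in miRNA biogenesis.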

### Thermomorphogenesis requires miR156

As one possible mechanism linking miRNAs and thermomorphogenesis is through temperature-responsive miRNAs^35,37,40^, we set out to identify miRNAs upregulated by warm temperatures in Col-0 and *dcl1-24/hyl1-2*. The levels of five miRNAs increased statistically significantly by twofold at 27 °C compared with 21 °C in Col-0; however, none of them increased in abundance at 27 °C in *dcl1-24/hyl1-2* (Fig. 3a and Supplementary Data 1). These results suggest that the abundance of the miRNA(s) promoting thermomorphogenesis might not be significantly altered by temperature in our experimental settings.

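At 27 °C, miR393b-3p was at higher RPMR than at 21 °C in each of the 3 genotypes, with log2 fold changes of 2.14 (standard error 0.75) in Col-0, 2.29 (standard error 0.75) in *hyl1-2* and 1.93 (standard error 0.75) in *dcl1-24/hyl1-2*. None of these passed correction (limma adjusted p = 0.15, 0.14 and 0.23). The other strand of this precursor, miR393-5p, targets the auxin receptor gene *TIR1* and its relatives. miR408-3p, which represses genes of copper proteins, had log2 fold changes of 1.89 (standard error 0.75) in Col-0, 2.27 (standard error 0.75) in *hyl1-2* and 1.55 (standard error 0.75) in *dcl1-24/hyl1-2* (limma adjusted p = 0.25, 0.14 and 0.52). For 3 passenger strands labelled in Fig. 3a the log2 fold change in Col-0 was 2.20 (standard error 0.76) for miR156f-3p, 2.0 (standard error 0.73) for miR398b/c-5p and 1.83 (standard error 0.78) for miR156b-3p. In *dcl1-24/hyl1-2* it was 0.72 (standard error 0.76) for miR156f-3p and 0.87 (standard error 0.73) for miR398b/c-5p. There the 6 passenger strands of miR156 and miR157, miR156b-3p among them, ranged from 0.06 to 1.22. That of miR156f-3p turned to -0.13 without *dcl1-24/hyl1-2* at 27 °C replicate 3. miR391-3p, a relative of the miR390 family, had 1.61 (standard error 0.51, limma adjusted p = 0.14) in Col-0.
miR169f-3p moved the other way. It fell by 2.82 on the log2 scale at 27 °C in Col-0 (standard error 0.67, limma adjusted p = 0.0066) and by 3.17 in *dcl1-24/hyl1-2* (standard error 0.67, limma adjusted p = 0.00081). It had a log2 fold change of -0.94 (standard error 0.67, limma adjusted p = 0.48) in *hyl1-2*, where its mean at 21 °C was 2.87 RPMR against 37.9 in Col-0. In a fit of the Col-0 libraries alone, the call in Col-0 was lost (limma adjusted p = 0.18). miR3932b-5p fell by 2.73 in *dcl1-24/hyl1-2* (standard error 0.72, limma adjusted p = 0.018) and had -2.19 (standard error 0.72, limma adjusted p = 0.14) in Col-0. Its call in *dcl1-24/hyl1-2* was lost without *dcl1-24/hyl1-2* at 27 °C replicate 1 or 2 or *dcl1-24/hyl1-2* at 21 °C replicate 3 (limma adjusted p = 0.068, 0.28 and 0.24).
In TAIR10.1, miR393b-3p matches chromosome 3 from 20691778 to 20691798 on the plus strand (MIR393b, AT3G55734), and miR408-3p chromosome 2 from 19319933 to 19319953 on the plus strand (MIR408, AT2G47015, which overlaps AT2G47020 on the minus strand). miR156f-3p matches chromosome 5 from 9136197 to 9136217 on the plus strand and miR169f-3p chromosome 3 from 4805713 to 4805733 on the minus strand (MIR169f, AT3G14385). miR3932b-5p matches chromosome 4 from 7890695 to 7890715 on the minus strand (AT4G06130), inside the gene AT4G13575.
At an unadjusted p under 0.01 and a fold change over 2, limma called 4 miRNAs higher (miR156f-3p, miR393b-3p, miR398b/c-5p and miR391-3p) and 2 lower (miR169f-3p and miR3932b-5p) at 27 °C in Col-0. In *dcl1-24/hyl1-2* it called 1 higher (miR5637) and 4 lower (miR169f-3p, miR3932b-5p, miR159b-5p and miR843), of which miR5637, miR159b-5p and miR843 are named after their values were seen. At an adjusted p under 0.05, 0 miRNAs were higher in either genotype, with 14 in either direction past an unadjusted p under 0.05 in Col-0 and 12 in *dcl1-24/hyl1-2*, and 1 was lower in Col-0 and 2 in *dcl1-24/hyl1-2*. With libraries scaled to summed miRNA RPMR, by median-of-ratios and to the sum without miR5026, 6, 4 and 5 were higher at that adjusted p in Col-0 and 2, 2 and 4 in *dcl1-24/hyl1-2*. The difference between the responses of Col-0 and *dcl1-24/hyl1-2* was tested directly: for the 5 miRNAs labelled in Fig. 3a every limma adjusted p was 0.97. With array weights, 19 miRNAs passed in Col-0 at an adjusted p under 0.05. The 4 higher miRNAs became 1 without Col-0 at 27 °C replicate 1, 0 without Col-0 at 27 °C replicate 2, 13 without Col-0 at 27 °C replicate 3, 11 without Col-0 at 21 °C replicate 1, 1 without Col-0 at 21 °C replicate 2 and 0 without Col-0 at 21 °C replicate 3. Calls in either direction at the paper's threshold, 5 in *dcl1-24/hyl1-2*, became 8 without *dcl1-24/hyl1-2* at 27 °C replicate 1 and 3 without *dcl1-24/hyl1-2* at 27 °C replicate 2. At an adjusted p under 0.05 the 1 call in Col-0 became 8 without Col-0 at 27 °C replicate 3. The 2 in *dcl1-24/hyl1-2* became 1 without *dcl1-24/hyl1-2* at 27 °C replicate 1, 1 without *dcl1-24/hyl1-2* at 27 °C replicate 2 and 1 without *dcl1-24/hyl1-2* at 21 °C replicate 3.

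**Figure D3:**
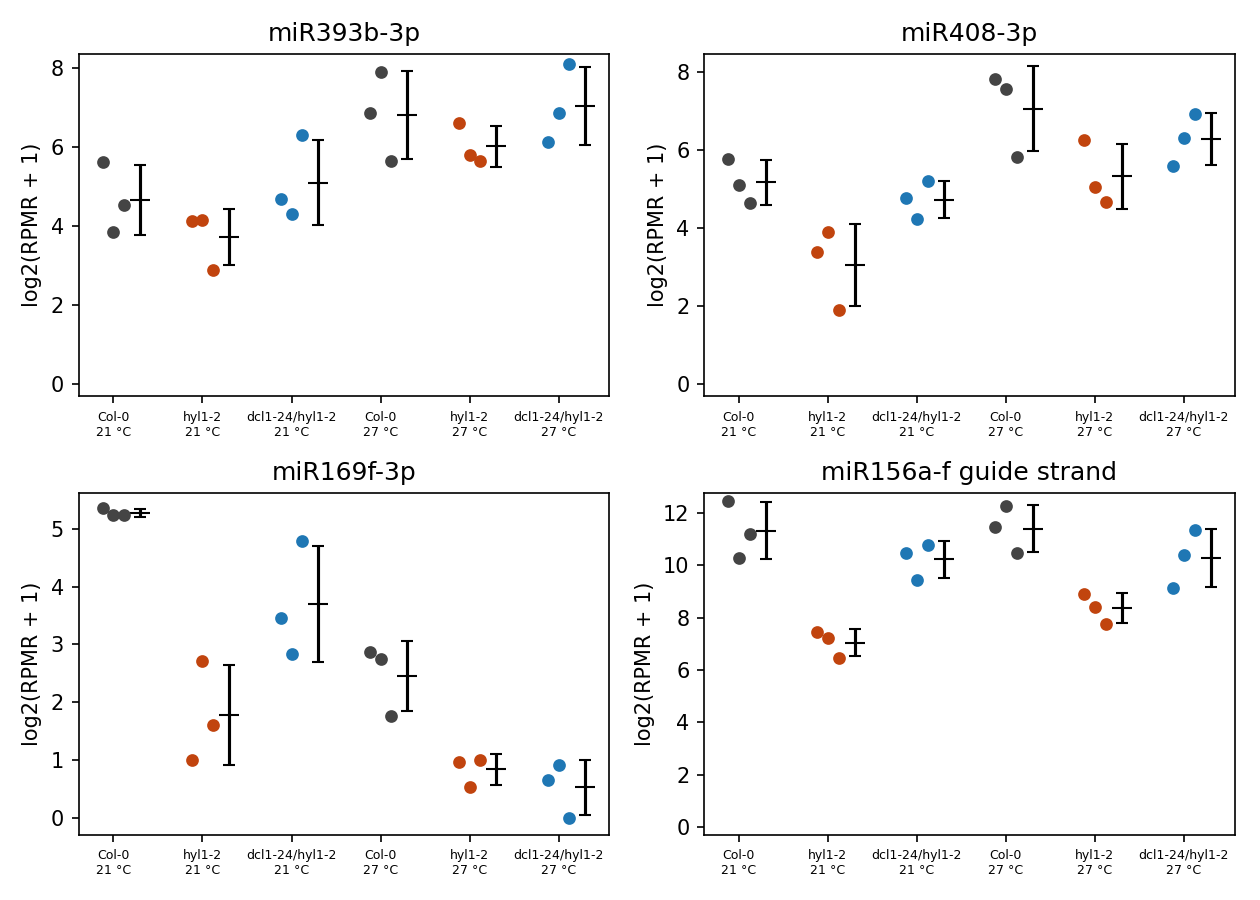
Level of miR393b-3p, miR408-3p, miR169f-3p and the shared guide strand of miR156a to miR156f in each library, as log2(RPMR + 1) relative to 45S rRNA reads (points), with the mean and SD of 3 libraries per genotype and temperature (bars to the right of the points). miR393b-3p and miR408-3p lie higher at 27 °C in the 3 genotypes and miR169f-3p lies lower in Col-0 and *dcl1-24/hyl1-2*, under each scaling tried, while the miR156 guide strand overlaps between 21 and 27 °C in Col-0, where its small difference turns to -0.30 with median-of-ratios scaling.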

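Across miRNAs, no broad shift with temperature stood out in Col-0. The median log2 fold change of the 139 miRNAs at 27 against 21 °C was 0.18 in Col-0, 0.58 in *hyl1-2* and -0.03 in *dcl1-24/hyl1-2*, and with median-of-ratios scaling it was -0.13, 0.21 and -0.11. Of 6 copper-responsive miRNAs, all of miR398 or miR408, limma called 0 at an adjusted p under 0.05 in Col-0 (3 at an unadjusted p under 0.05, 2 higher when adjusted over the list alone, fry adjusted p = 0.78, or 0.12 with median-of-ratios scaling). It also called 0 of the 6 in *hyl1-2* (2 at an unadjusted p under 0.05, 2 higher when adjusted over the list alone, fry adjusted p = 0.23) and 0 in *dcl1-24/hyl1-2* (1 at an unadjusted p under 0.05, 0 over the list alone, fry adjusted p = 0.98). With median-of-ratios scaling the list was higher at 27 °C in these 2 genotypes (fry adjusted p = 0.035 and 0.045). In *hyl1-2*, 0 miRNAs passed an adjusted p under 0.05 from limma, with 16 at an unadjusted p under 0.05. Under the 3 other scalings 12 (summed miRNA RPMR), 8 (median-of-ratios) and 11 (the sum without miR5026) passed there, in both directions.
Over the 139 miRNAs, which are not independent replicates, the log2 fold changes in Col-0 and *dcl1-24/hyl1-2* had a Pearson correlation of 0.71 (one-sided exact permutation of the temperature labels, p = 0.005, the smallest of 400 arrangements, adjusted p = 0.0075 over 3 pairs of genotypes by Benjamini-Hochberg), and the same sign for 97 miRNAs. The correlation was 0.54 between Col-0 and *hyl1-2* (p = 0.01 by the same exact test, adjusted p = 0.01, same sign for 94) and 0.56 between *hyl1-2* and *dcl1-24/hyl1-2* (p = 0.005 by the same exact test, adjusted p = 0.0075, same sign for 80). No libraries are shared between these fold changes. Over rearranged labels, the medians of the correlation without its sign were 0.23, 0.16 and 0.15 for the 3 pairs in this order. The test of a difference in response between Col-0 and *dcl1-24/hyl1-2* called 0 miRNAs by limma (1 at an unadjusted p under 0.05, lowest adjusted p 0.974), and that between Col-0 and *hyl1-2* called 0 (4 at an unadjusted p under 0.05). On simulated data at this size of group, a 4-fold rise was called for 76.5% of miRNAs and a 2-fold rise for 12.5% in the comparison of *hyl1-2* and Col-0 at 27 °C. This simulation drew each miRNA on its own, with a fixed spread and without shifts of whole libraries. No temperature response and no difference in response was simulated, so these shares do not measure what the tests above could detect.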

**Fig. 3:**
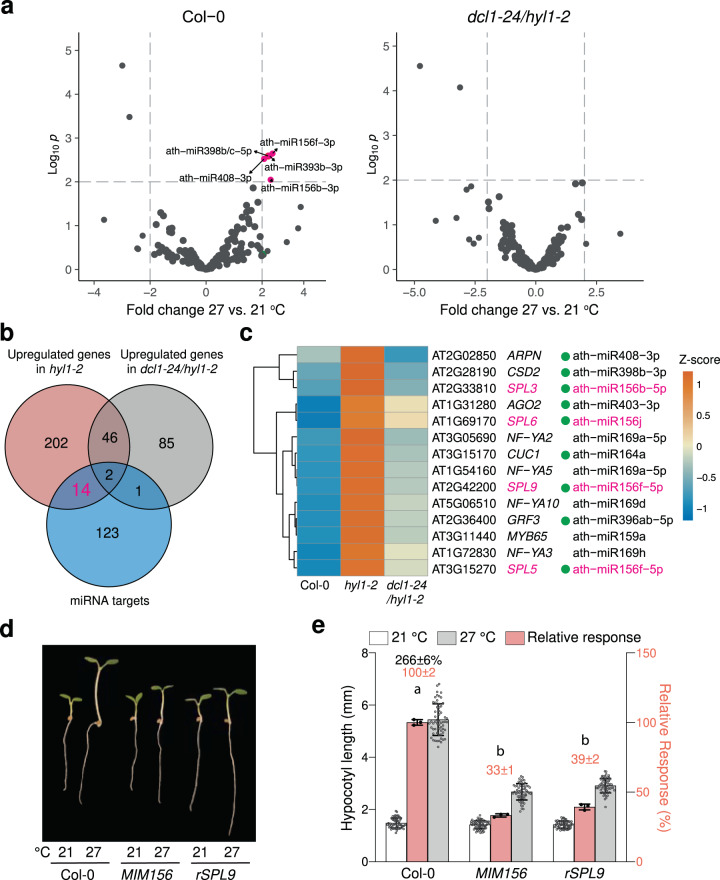
Thermomorphogenesis requires miR156. **a** Volcano plots showing differentially accumulated (two-tailed *p* < 0.01, and fold change >2) miRNAs in 4-d-old Col-0 and *dcl1-24/hyl1-2* seedlings grown under 50 μmol m^−2^ s^−1^ R light between 21 °C and 27 °C. Statistical significance was analyzed using multiple t-tests with correction for multiple comparisons. **b** Venn diagram depicting that 14 miRNA targets were upregulated in *hyl1-2* and rescued in *dcl1-1/hy1-2*. **c** Heatmap showing the relative expression levels of the 14 *HYL1*-regulated miRNA targets identified in (**b**) in 4-d-old Col-0, *hyl1-2*, and *dcl1-24/hy1-2* seedlings grown under 50 μmol m^−2^ s^−1^ R light at 27 °C. The green dots indicate that the corresponding miRNAs were among the 56 downregulated miRNAs in *hyl1-2* and rescued in *dcl1-24/hyl1-2*, as shown in Fig. 2e. miRNA156 and *SPL*s are highlighted in magenta. **d** Representative images of 4-d-old Col-0, *MIM156*, and *rSPL9* seedlings grown under 50 μmol m^−2^ s^−1^ R light at either 21 °C or 27 °C. **e** Hypocotyl length measurements of the seedlings in (**d**) and their relative responses to the higher temperature. Error bars represent s.d. (*n* = 60 seedlings). The black number above the Col-0 columns represents the percent increase in hypocotyl length (mean ± s.d., *n* = 3 independent biological replicates) at 27 °C compared with 21 °C. The pink bars show the warm-temperature response of a mutant relative to that of Col-0 (set at 100%). Pink numbers show the mean ± s.d. of the relative responses. Different lowercase letters above the bars denote statistically significant differences in the relative responses (ANOVA, Tukey’s HSD, *p* < 0.01, *n* = 3 biological replicates). Error bars for the relative responses represent the s.d. of three biological replicates. The centers of the error bars indicate the mean. The source data underlying the hypocotyl measurements in (**e**) are provided in the Source Data file.

We then asked whether we could identify the causal miRNA(s) required for thermomorphogenesis by analyzing the expression of miRNA targets. To that end, we performed RNA-seq analysis to examine the expression of genome-wide miRNA targets in Col-0, *hyl1-2*, and *dcl1-24/hyl1-2* at 27 °C. Interestingly, only 14 of the 140 annotated miRNA targets^56^ in *Arabidopsis* were upregulated in *hyl1-2* and rescued in *dcl1-24/hyl1-2*; these genes corresponded to 8 cognate miRNAs (Fig. 3b, c and Supplementary Data 2), 6 of which were among the 56 miRNAs downregulated in *hyl1-2* and rescued in *dcl1-24/hyl1-2* (Figs. 3c and 2e). 

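The guide strand shared by miR156a to miR156f, which represses *SPL* genes, was lower in *hyl1-2* than in Col-0 at 27 °C by a log2 fold change of -3.05 (standard error 0.67, limma adjusted p = 0.00012). It was higher in *dcl1-24/hyl1-2* than in *hyl1-2* by 1.94 (standard error 0.67, limma adjusted p = 0.013). This recovery turned to -0.17 with libraries scaled to summed miRNA RPMR. It stayed higher, not past the test, with median-of-ratios scaling (0.36, limma adjusted p = 0.49) and with that sum without miR5026 (0.24, limma adjusted p = 0.64). Its call was lost without *dcl1-24/hyl1-2* at 27 °C replicate 3 (limma adjusted p = 0.13) and without *hyl1-2* at 27 °C replicate 3 (0.073 by the same test). Against Col-0, *dcl1-24/hyl1-2* had -1.11 (standard error 0.67, limma adjusted p = 0.24). The other guide strands of the family, miR156g and miR157a/b/c-5p, had log2 fold changes of -2.31 (standard error 0.68, limma adjusted p = 0.0029) and -2.29 (standard error 0.74, limma adjusted p = 0.0064) in *hyl1-2*. The second turned to 0.26 with summed miRNA RPMR without miR5026 as the scale, and under no other scaling. The call of miR157a/b/c-5p was lost without *hyl1-2* at 27 °C replicate 3 or Col-0 at 27 °C replicate 2 (limma adjusted p = 0.054 and 0.052). All 3 guide strands of miR156 and miR157 were thus lower in *hyl1-2* (3 when adjusted over the list alone, fry adjusted p = 0.0029). Of the 3, 1 was higher in *dcl1-24/hyl1-2* than in *hyl1-2* (1 when adjusted over the list alone, fry adjusted p = 0.033, or 0.92 with median-of-ratios scaling). Of their 6 passenger strands, 3 were lower in *hyl1-2* (3 when adjusted over the list alone, fry adjusted p = 0.13).
miR398b/c-3p, which represses the copper/zinc superoxide dismutase gene *CSD2*, had a log2 fold change of -2.54 (standard error 0.71, limma adjusted p = 0.0019) in *hyl1-2* against Col-0 and of 3.52 (standard error 0.71, limma adjusted p = 8.5e-05) in *dcl1-24/hyl1-2* against *hyl1-2*. miR396a-5p, which represses growth-regulating factor genes such as *GRF3*, had -3.27 (standard error 0.73, limma adjusted p = 0.00014) and 2.35 (standard error 0.73, limma adjusted p = 0.0059) in the same comparisons. miR403-3p, which represses *AGO2*, had -3.17 (standard error 0.71, limma adjusted p = 0.00014) and 1.89 (standard error 0.71, limma adjusted p = 0.021), the second turning to -0.21 with libraries scaled to summed miRNA RPMR and staying higher, not past the test, at 0.32 (median-of-ratios) and 0.20 (the sum without miR5026). The call of miR403-3p between *dcl1-24/hyl1-2* and *hyl1-2* was lost without *dcl1-24/hyl1-2* at 27 °C replicate 2 or 3 or *hyl1-2* at 27 °C replicate 2 or 3 (limma adjusted p = 0.074, 0.15, 0.063 and 0.074). miR398b/c-3p in *hyl1-2* turned to 0.11 with that sum taken without miR5026, and under no other scaling.
Smaller falls in *hyl1-2* were found for miR408-3p, whose target in Fig. 3c is *ARPN* (-1.73, standard error 0.75, limma adjusted p = 0.042), for miR164a, which represses *CUC1* (-1.91, standard error 0.74, limma adjusted p = 0.023), and for miR169a-5p, which represses *NF-YA* genes (-1.47, standard error 0.58, limma adjusted p = 0.026). miR408-3p turned to 0.30 and miR164a to 0.054 with median-of-ratios scaling, and all 3 calls depended on single libraries. That of miR408-3p was lost without *hyl1-2* at 27 °C replicate 2 or 3 or Col-0 at 27 °C replicate 1 or 2 (limma adjusted p = 0.13, 0.17, 0.20 and 0.14). For miR164a this was so without *hyl1-2* at 27 °C replicate 3 or Col-0 at 27 °C replicate 1 or 2 (limma adjusted p = 0.096, 0.10 and 0.12). For miR169a-5p it was so without *hyl1-2* at 27 °C replicate 2 or 3 or Col-0 at 27 °C replicate 1 or 2 (limma adjusted p = 0.052, 0.12, 0.092 and 0.13). miR396b-5p did not pass (-1.51, standard error 0.70, limma adjusted p = 0.056) and turned to 0.55 under the same scaling. These are levels of the miRNAs; the RNA-seq of their targets was not analysed here.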

One plausible candidate was miR156, because four of the ten miR156-regulated *SPL*s—*SPL3*, *SPL5*, *SPL6*, and *SPL9*—were upregulated in *hyl1-2* and rescued in *dcl1-24/hyl1-2* (Fig. 3c). We then examined the thermal response in a transgenic line constitutively expressing a miR156 target mimicry (*MIM156*) to block miR156 activity^57^. Intriguingly, the *MIM156* seedlings exhibited a greatly reduced hypocotyl response to warmer temperatures (Fig. 3d, e).

Then, we asked whether miR156 mediates thermomorphogenesis by repressing the *SPL*s. The ten miR156-regulated *SPL*s can be classified into three functionally distinct groups: (1) *SPL2*, *SPL9*, *SPL10*, *SPL11*, *SPL13*, and *SPL15* control both the juvenile-to-adult vegetative transition and the vegetative-to-reproductive transition; (2) *SPL3*, *SPL4*, and *SPL5* do not contribute to the vegetative and vegetative-to-reproductive developmental transitions, instead mainly promoting floral meristem identity transition; (3) *SPL6* does not play a major role in shoot morphogenesis^33^. To gauge the roles of the *SPL*s in miR156-mediated thermomorphogenesis, we obtained transgenic lines expressing either miR156-sensitive (*sSPL*) or miR156-resistant (*rSPL*)^33^ version of the *SPL*s and examined the difference in their hypocotyl responses to warm temperatures. Among the ten *SPL*s, *SPL9* was the only gene whose miR156-resistant line (*rSPL9*) displayed a more than twofold decrease in the warm temperature response compared to the miR156-sensitive line (*sSPL9*), indicating that SPL9 is the primary SPL inhibiting thermoresponsive hypocotyl elongation under our experimental conditions (Fig. 3d, e and Supplementary Fig. 1a). The thermoresponse defect of *rSPL9* was similar to that of *MIM156* (Fig. 3d, e). Both *rSPL2* and *rSPL3* also showed a slight decrease in the hypocotyl thermal response compared to their respective *sSPL* lines, however, their phenotypes were much weaker compared to that of *rSPL9* (Supplementary Fig. 1a). *rSPL10*, *rSPL11*, and *rSPL15* showed an enhanced thermal response compared to their corresponding *sSPL* lines, therefore, these *SPL*s may promote hypocotyl elongation at warm temperatures (Supplementary Fig. 1a). The *spl9-4*, *spl2/9/10/11/13/15*, and *spl3/4/5* mutants responded to warm temperatures similarly to the wild-type (Supplementary Fig. 1b), suggesting that the function of *SPL9* (and also other *SPL*s) was effectively repressed by miR156 in our assay conditions. Together, these results demonstrate that miR156 promotes thermoresponsive hypocotyl growth by repressing mainly *SPL9*.

### miR156 allows the proper regulation of auxin-responsive genes by warm temperatures

Thermomorphogenesis is mediated by the PIF-dependent activation of genes associated with auxin biosynthesis and signaling. To determine the role of miR156 in thermomorphogenesis, we examined genome-wide temperature-responsive genes in Col-0, *pif457*, *MIM156*, *hyl1-2*, and *dcl1-24/hyl1-2* by RNA-seq analysis (Supplementary Data 2). Gene ontology (GO) analysis of transcriptomic changes in Col-0 between 21 °C and 27 °C identified genes enriched in six warm-temperature-induced biological processes, including cellular response to decreased oxygen levels, cellular response to oxygen levels, cellular response to hypoxia, response to heat, response to water, and response to auxin (Fig. 4a and Supplementary Data 2). We compared the warm-temperature-induced biological processes among Col-0, *pif457*, *MIM156, hyl1-2*, and *dcl1-24/hyl1-2* using clusterProfiler^58^. Interestingly, only the enrichment of genes in response to auxin disappeared in *pif457*, confirming that PIFs function primarily to invoke the auxin response (Fig. 4a). *MIM156* showed a similar gene enrichment pattern as *pif457*: the GO category of auxin-responsive genes was no longer enriched, although the number of genes associated with response to oxygen levels was also lower in *MIM156* than in Col-0 and *pif457* (Fig. 4a). These results suggest that similar to PIFs, miR156 was also required for the proper induction of auxin-responsive genes by warm temperatures. In contrast, *hyl1-2* had complex effects on all warm-temperature-induced categories, including, surprisingly, an enhanced enrichment of auxin-responsive genes (Fig. 4a). The GO enrichment pattern of *dcl1-24/hy1-2* was reversed back to being Col-0-like, consistent with the rescue of the temperature responsive phenotype. We presumed that the drastic changes in the GO enrichment pattern in *hyl1-2* were due to the global reduction of miRNAs, whereas the changes in *MIM156* reflected the specific role of miR156 in the regulation of auxin-responsive genes.

**Fig. 4:**
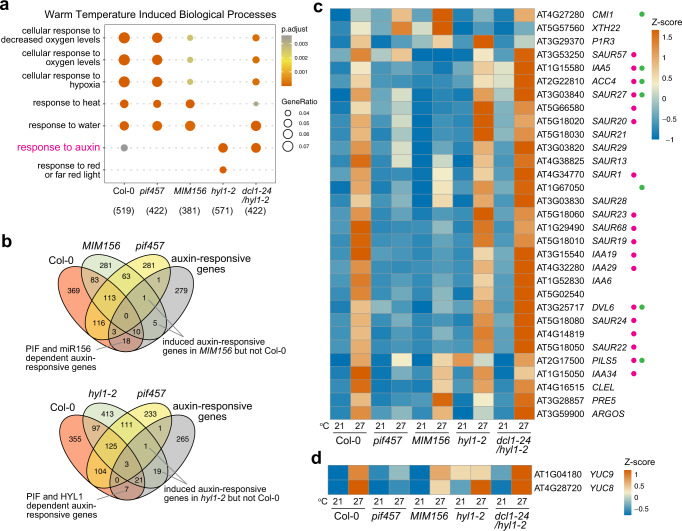
MiR156 potentiates the proper regulation of auxin-responsive genes by warm temperatures. **a** GO enrichment analysis of the top warm-temperature-induced biological processes in Col-0, *pif457*, *MIM156, hyl1-2*, and *dcl1-24/hyl1-2*. A comparison of the enriched biological processes among the genetic backgrounds was performed using clusterProfiler^58^, with the strict cutoff of *p* < 0.01 and FDR < 0.05. The numbers in parentheses indicate the number of warm-temperature-induced genes in each genotype. **b** Venn diagrams showing the numbers of warm-temperature-induced auxin-responsive genes (GO:0009733) in Col-0, *pif457*, *hyl1-2*, and *MIM156*. **c** Heatmap showing the relative expression levels of the 31 warm-temperature-upregulated auxin-responsive genes in Col-0, *pif457*, *MIM156*, *hyl1-2*, and *dcl1-24/hyl1-2* at 21 °C and 27 °C. The magenta dots indicate the 18 auxin-responsive genes that are dependent on both PIFs and miR156. The green dots indicate the 7 auxin-responsive genes that are dependent on both PIFs and HYL1. **d** Heatmap showing the relative expression levels of *YUC8* and *YUC9* in Col-0, *pif457*, *MIM156*, *hyl1-2*, and *dcl1-24/hyl1-2* at 21 °C and 27 °C.

We then examined the expression of the 317 genes in the GO category of auxin-responsive genes (GO:00009733). Among these auxin-responsive genes, 31 were upregulated in Col-0 at 27 °C compared with 21 °C (Fig. 4b). The overall temperature responsiveness of the 31 auxin-responsive genes appeared to be reduced similarly between *pif457* and *MIM156* (Fig. 4c). Specifically, the expression of 18 temperature-induced auxin-responsive genes depended on both PIFs and miR156 (Fig. 4b). These included the established warm-temperature-induced auxin signaling genes, such as members of the *SAUR19* and *SAUR26* subfamilies, including *SAUR19*, *SAUR20*, *SAUR22-24*, *SAUR27*, and *SAUR28* as well as *Aux/IAA* genes, including *IAA19*, *IAA29*, *IAA5*, and *IAA34* (Fig. 4c)^59–61^. Consistent with the GO enrichment analysis, only 7 of the 31 warm-temperature-induced auxin-responsive genes were also dependent on HYL1—i.e., a large fraction of them remained inducible by warm temperatures in *hyl1-2* (Fig. 4b, c). However, a closer comparison of the auxin-responsive genes between *dcl1-24/hyl1* and *hyl1-2* revealed that many of the highly expressed auxin responsive-genes, e.g., *SAUR20, SAUR21, SAUR23*, and *PIR3*, were downregulated in *dcl1-24/hyl1*. These results suggest that the auxin-responsive genes might not be properly coordinated, and some of them could be overexpressed in *hyl1-2*. Consistent with the idea of the uncoordinated expression of auxin-responsive genes in *hyl1-2*, 20 additional auxin-responsive genes, which were not induced by warm temperatures in Col-0, became upregulated in *hyl1-2*, whereas only 6 such genes were upregulated in *MIM156* (Fig. 4b), suggesting that a deficiency in multiple miRNAs could disrupt the proper regulation of auxin-responsive genes in *hyl1-2*. We also examined the expression of the *YUC* genes that participate in warm-temperature-induced auxin biosynthesis^19,20^. Two of these genes, *YUC8* and *YUC9*, were expressed at detectable levels, and, as expected, both were upregulated by warm temperature in Col-0 but not in *pif457* (Fig. 4d). *YUC8* and *YUC9* remained to be upregulated or highly expressed in *MIM156* and *hyl1-2* at 27 °C (Fig. 4d), implying that miR156 plays a smaller role in regulating auxin biosynthesis. Taken together, these RNA-seq results support the conclusion that miR156 is required for the proper regulation of auxin-responsive gene expression by warm temperatures.

### Perturbation of miR156/SPL*9* impedes auxin responsiveness at warm temperatures

The current model of thermomorphogenesis posits that the warm-temperature-induced accumulation of PIF4 and PIF7 promotes auxin biosynthesis in cotyledons and the transport of auxin from the cotyledons to the hypocotyl, where auxin works together with other hormones, particularly brassinosteroids (BRs) to trigger cell elongation in the hypocotyl^19–22^. Auxin responsiveness also depends on BR signaling, as blocking BR synthesis or signaling alters auxin-responsive gene expression and diminishes the hypocotyl’s responsiveness to auxin^62^. Therefore, miR156 could modulate auxin-responsive gene expression either directly or indirectly via BR signaling. Mutants in upstream components, such as PIF4 and auxin signaling, can be distinguished from downstream mutants in BR signaling by their distinct responses to exogenous BR treatments or auxin treatments. For example, treating *pif4-2* and auxin-deficient mutants with exogenous brassinolide rescues their hypocotyl growth retardation at warm temperatures; in contrast, exogenous auxin cannot rescue the growth defects of BR biosynthesis and signaling mutants^21^. We used the same approaches to determine if miR156 is required for proper hypocotyl responsiveness to exogenous BR and auxin treatments. The exogenous application of 100 nM brassinolide at 27 °C had little effect on Col-0 but rescued the hypocotyl growth retardation of the BR biosynthesis mutant *det2-1* and significantly enhanced hypocotyl elongation in *pif457* (Fig. 5a)^63^, confirming that BR biosynthesis acts downstream of PIFs^21^. The same BR treatment also rescued the hypocotyl lengths of *MIM156* and *rSPL9* to that of Col-0 (Fig. 5a), indicating that the miR156/*SPL9* module acts upstream of BR biosynthesis and is not required for BR signaling. Corroborating this conclusion, BR treatment also increased the hypocotyl length of *hyl1-2*, although, like *pif457*, the rescue was incomplete, suggesting that *hyl1-2* had minor defects in BR signaling (Fig. 5a)^21^. The discrepancies between *hyl1-2* and the *MIM156* and *rSPL9* lines were likely due to pleiotropic effects from the deficiency of other miRNAs in *hyl1-2* as, when the miRNA accumulation defects were rescued, the suppressor *dcl1-24/hyl1-2* mutant became as tall as Col-0, which implicated full BR responsiveness (Fig. 5a).

**Fig. 5:**
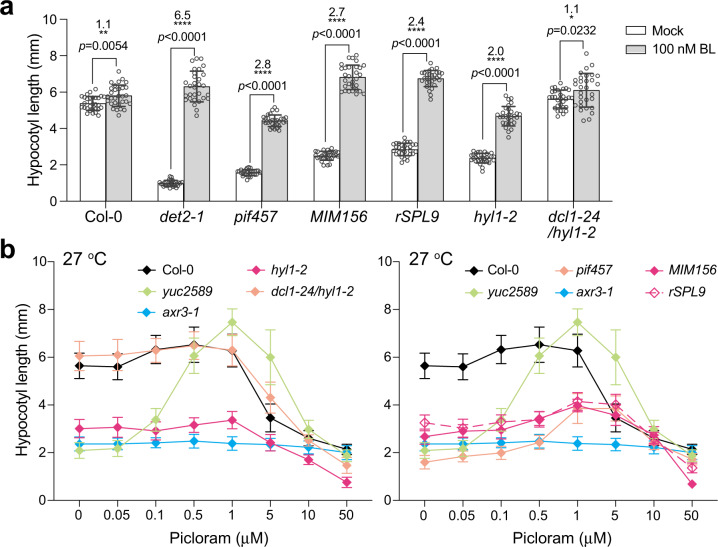
Perturbation of miR156/*SPL9* impedes auxin responsiveness at warm temperatures. **a** miR156/SPL*9* acts upstream of brassinosteroid biosynthesis in thermomorphogenesis. Hypocotyl length measurements of 4-d-old Col-0, *det2-1*, *pif457*, *MIM156*, *rSPL9*, *hyl1-2*, and *dcl1-24/hyl1-2* grown under 50 μmol m^−2^ s^−1^ R light at 27 °C with or without 100 nM brassinolide (BL). Error bars represent the s.d. of at least 30 seedlings. The centers of the error bars indicate the mean. The fold changes and the *p* values between the treated and mock control seedlings for each genotype are shown above the columns. Statistical significance was analyzed using two-tailed Student’s t-tests (*p < 0.05, **p < 0.01, ****p < 0.0001), *n* = at least 30 seedlings. **b** Auxin dosage response curves showing that miR156 is required for the hypocotyl’s responsiveness to auxin at 27 °C. Hypocotyl length measurements of 4-d-old Col-0, *yuc2589*, *axr3-1*, *pif457*, *MIM156*, *rSPL9*, *hyl1-2*, and *dcl1-24/hyl1-2* seedlings grown under 50 μmol m^−2^ s^−1^ R light at 27 °C and treated with a concentration series of picloram from 0 to 50 μM. Error bars represent the s.d., *n* = at least 30 seedlings. The centers of the error bars indicate the mean. The source data underlying the hypocotyl measurements in (**a**) and (**b**) are provided in the Source Data file.

We next tested the function of miR156 in auxin responsiveness. Auxin’s effect on hypocotyl elongation is concentration-dependent: auxin promotes hypocotyl elongation at low concentrations and inhibits it at high concentrations^64^. Therefore, we treated Col-0, *pif457*, *hyl1-2*, *dcl1-24/hyl1-2*, *MIM156*, and *rSPL9* seedlings grown at 27 °C with a series of concentrations of the synthetic auxin picloram. The auxin biosynthesis mutant *yuc2589* and the auxin signaling mutant *axr3-1* were used as controls. Col-0 seedlings did not respond to low picloram concentrations ranging from 0.05 to 1 μM, consistent with an expected high endogenous auxin level at warm temperatures. As expected, *yuc2589* responded well to the low range of picloram concentrations (Fig. 5b). Both Col-0 and *yuc2589* reacted to picloram concentrations above 1 μM with reduced hypocotyl growth (Fig. 5b). In contrast, *axr3-1* was insensitive to both the low and high picloram concentrations (Fig. 5b). The *pif457* mutant also responded to both the low and high concentrations of picloram; however, its hypocotyl was far less responsive to picloram than *yuc2589*, supporting the idea that PIFs regulate both auxin biosynthesis and signaling. Interestingly, *MIM156*, *rSPL9*, and *hyl1-2* were insensitive to the low range of picloram concentrations between 0.05 and 1 μM but remained sensitive to high picloram concentrations above 1 μM (Fig. 5b). The auxin responsiveness of *dcl1-24/hyl1-2* was normal. Together, these results strongly support the conclusion that miR156 is required for auxin responsiveness, particularly at the low concentration range of auxin.

### miR156 is also required for auxin sensitivity at lower temperatures

We then asked whether auxin responsiveness requires miR156 only at warm temperatures. To that end, we examined the auxin responsiveness of Col-0, *pif457*, *MIM156*, *rSPL9*, *hyl1-2*, and *dcl1-24/hyl1-2* to exogenous picloram at 21 °C. At the lower temperature, similar to what has been described previously^64^, Col-0 showed a bell-shaped response to the low and high concentrations of picloram: auxin at low picloram concentrations between 0.05 and 5 µM stimulated hypocotyl elongation, whereas auxin at concentrations above 5 µM inhibited hypocotyl elongation (Fig. 6a). The *yuc2589* mutant only responded to 1 μM picloram and greater (Fig. 6a). *pif457* also responded to 1 μM picloram and greater but was not as responsive as Col-0 and *yuc2589* (Fig. 6a). In comparison, *MIM156*, *rSPL9*, and *hyl1-2* appeared to be the least responsive to picloram, except for *axr3-1* (Fig. 6a). Again, the auxin responsiveness defect of *hyl1-2* was completely rescued in *dcl1-24/hyl1-2* (Fig. 6a). These results indicate that miR156 is also required for auxin sensitivity at lower temperatures.

**Fig. 6:**
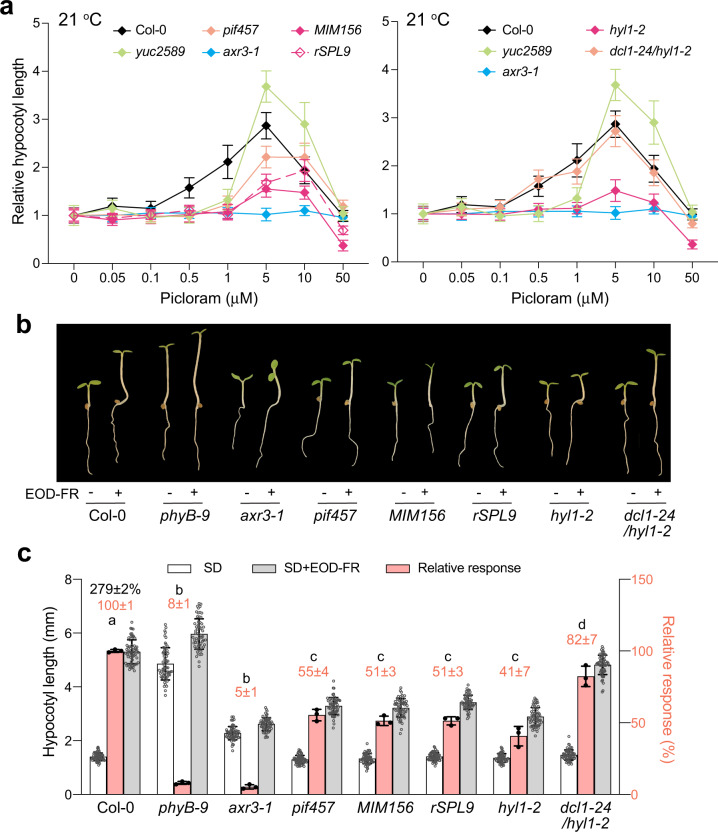
MiR156-dependent auxin sensitivity is required for the shade avoidance response. **a** Auxin dosage response curves showing that miR156 is required for the hypocotyl’s responsiveness to auxin at 21 °C. Hypocotyl length measurements of 4-d-old Col-0, *yuc2589*, *axr3-1*, *pif457*, *MIM156*, *rSPL9*, *hyl1-2*, and *dcl1-24/hyl1-2* seedlings grown under 50 μmol m^−2^ s^−1^ R light at 21 °C and treated with a concentration series of picloram from 0 to 50 μM. Hypocotyl length was calculated relative to that without picloram treatment for each genotype. Error bars represent the s.d., *n* = at least 30 seedlings. The centers of the error bars indicate the mean. **b** Images of 4-d-old Col-0, *phyB-9*, *axr3-1*, *pif457*, *MIM156*, *rSPL9*, *hyl1-2*, and *dcl1-24/hyl1-2* seedlings grown at 21 °C under the short-day condition of 8 h of 100 μmol m^−2^ s^−1^ white light and 16 h of dark with or without a 15 min end-of-day FR (EOD-FR) light treatment. **c** Hypocotyl length measurements of seedlings in (**a**) and their relative response to the EOD-FR treatment. The black number above the Col-0 columns represents the percent increase in hypocotyl length (mean ± s.d., *n* = 3 biological replicates) by the EOD-FR treatment. The pink bars show the EOD-FR response of a mutant relative to that of Col-0 (set at 100%). Pink numbers show the mean ± s.d. of the relative responses. Different lowercase letters above the bars denote statistically significant differences in the relative responses (ANOVA, Tukey’s HSD, *p* < 0.01, *n* = 3 biological replicates). Error bars for the relative responses represent the s.d. of three biological replicates. The centers of all error bars indicate the mean. The source data underlying the hypocotyl measurements in (**a**) and (**c**) are provided in the Source Data file.

### miR156-dependent auxin sensitivity operates in the shade avoidance response

At both high and low temperatures, hypocotyl elongation due to the shade avoidance response can be effectively stimulated by the FR light reflected from neighboring plants^16,20^. An assay simulating the shade avoidance response is end-of-day FR (EOD-FR) treatment, in which a 15 min FR light treatment at the end of the daytime inactivates PHYB to promote hypocotyl growth during the nighttime. Like warm-temperature-dependent hypocotyl elongation, shade-induced hypocotyl elongation also relies on PIF-dependent auxin biosynthesis and signaling^16,20^. We thus asked whether miR156 is required for the auxin-dependent hypocotyl response by an EOD-FR treatment. Col-0 responded to the EOD-FR treatment with a 279% increase in hypocotyl length, and this hypocotyl response was diminished in *phyB-9* and *axr3-1* (Fig. 6b, c). The *pif457* mutant showed a 50% reduction in response relative to Col-0, as did *MIM156*, *rSPL9*, and *hyl1-2* (Fig. 6b, c). The EOD-FR response was almost completely restored in *dcl1-24/hyl1-2*. These results thus indicate that miR156 is also required for hypocotyl growth plasticity in response to light changes.

## Discussion

Plants display dramatic phenotypic plasticity in response to environmental temperature and light changes. Although it is well understood that light and temperature modulate plant development and growth prominently through the photoreceptor and thermosensor PHYB and the PHYB-dependent regulation of phytohormones, including auxin, whether and how miRNAs participate in thermomorphogenesis remained ambiguous. This study reveals miR156 and its target *SPL9* as critical regulators of thermomorphogenesis via the control of auxin sensitivity (Fig. 7). Although it has been postulated that elevated temperature downregulates the level of miR156 to accelerate floral induction^35,36^, the link between the miR156/*SPL9* module, auxin sensitivity, and temperature-dependent growth plasticity has not been previously reported. Also, unlike the proposed mechanism of miR156-mediated floral reduction^35,36^, miR156-dependent auxin sensitivity is not mediated by temperature-responsive miR156 accumulation, and it operates at both low and high temperatures. Thus, the miR156/*SPL9* module defines a previously uncharacterized genetic circuit that gates the integration of temperature and light cues into growth plasticity via the control of tissue/organ auxin sensitivity or the competency to grow (Fig. 7).

**Fig. 7:**
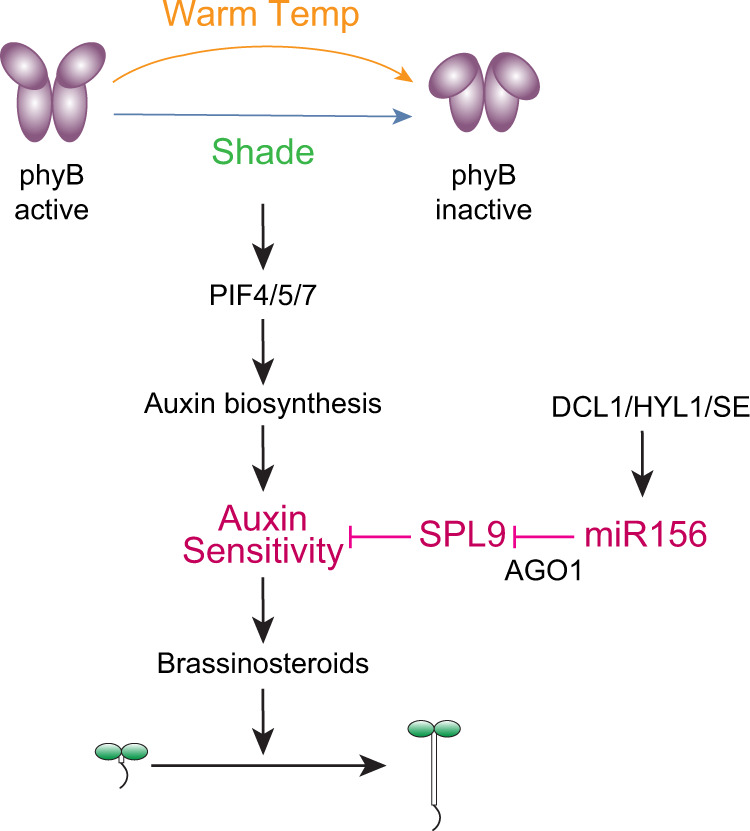
Model for miR156-enabled phenotypic plasticity to temperature and light changes. Environmental light and temperature changes perceived by the photoreceptor and thermosensor PHYB trigger profound modulations in plant architecture via the master growth regulators PIFs and PIF-induced auxin synthesis and signaling. This study unveils a previously unknown control of auxin sensitivity licensed by miR156. Auxin sensitivity is antagonized primarily by SPL9. In light- and temperature-elicited hypocotyl elongation responses during Arabidopsis seedling establishment, miR156 enables auxin sensitivity by repressing *SPL*9. We propose that miR156-dependent auxin sensitivity constitutes a genetic circuit gating light and temperature responses by the endogenous developmental program. This critical role of miR156 makes the basic components involved in miRNA biogenesis and function, such as DCL1, HYL1, SE, and AGO1, necessary elements for the plant’s phenotypic plasticity in response to environmental temperature and light changes.

Our results demonstrate that the miR156/*SPL9* module is required for the hypocotyl elongation response elicited by elevated temperature and shade. This conclusion is strongly supported by the genetic evidence that *MIM156*, similar to *hyl1-2*, had a dramatically reduced response to warm temperature or shade treatments (Figs. 3d, e and 6b, c). The transcript levels of four miR156-targeted *SPL*s—*SPL3*, *SPL5*, *SPL6*, and *SPL9*—increased in *hyl1-2* and returned to wild-type levels in *dcl1-24/hyl1-2* (Fig. 3c). Among the ten miR156-regulated *SPL*s, *SPL9* appears to be the most prominent one to hinder thermoresponsive hypocotyl growth (Supplementary Fig. 1). Stabilizing *SPL9* RNA alone in the *rSPL9* line blocked hypocotyl elongation by elevated temperature and shade, providing evidence that the enhanced expression of *SPL9* caused the thermomorphogenesis defects in *hyl1-2* and *MIM156* (Figs. 3d, e and 6b, c). Therefore, miR156 enables the growth plasticity of *Arabidopsis* seedlings by repressing mainly *SPL9*. The current data do not exclude the possibility that other *SPL*s may participate in miR156-mediated temperature responses in other developmental stages or growth conditions. For instance, miR156 mediates tolerance to sustained heat stress by regulating *SPL2* and *SPL11*^65^.

The level of miR156 was not altered by temperature in our experiments (Fig. 3a and Supplementary Data 1), suggesting that temperature-responsive miR156 accumulation may not be a necessary mechanism for hypocotyl growth. This conclusion is further bolstered by the essential role of miR156 in the shade avoidance response at the lower temperature (Fig. 6b, c). These findings are at odds with previous studies suggesting that warm-temperature-dependent floral induction is mediated by a significant reduction in miR156 abundance at warmer temperature^35,36^. This discrepancy may be attributable to the different developmental stages used in these studies. 

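The guide strand shared by miR156a to miR156f stood at 3107 ± 2310 RPMR at 21 °C and at 3075.3 ± 1800 RPMR at 27 °C in Col-0 (SD, n = 3 libraries each). The libraries ranged from 1254 to 5696 RPMR at 21 °C and from 1418 to 4990 RPMR at 27 °C. The log2 fold change was 0.08 (standard error 0.67, 95% interval -1.25 to 1.41, limma adjusted p = 0.97). An exact two-sided permutation test of the 6 values gave p = 1.0, where 0.1 is the smallest that 3 libraries against 3 allow. In *dcl1-24/hyl1-2* the level was 1298 ± 551 RPMR at 21 °C and 1502 ± 1021 RPMR at 27 °C (SD, n = 3 each), a log2 fold change of 0.06 (standard error 0.67, limma adjusted p = 0.99). In *hyl1-2* it was 137 ± 44.1 RPMR at 21 °C and 343 ± 131 RPMR at 27 °C (SD, n = 3 each), a log2 fold change of 1.30 (standard error 0.67, limma adjusted p = 0.42). Every library at 27 °C lay above every one at 21 °C there (exact two-sided permutation test, p = 0.10, the smallest possible). The sum over the guide strands of miR156 and miR157 in Col-0 was 3201 RPMR at 21 °C and 3155 RPMR at 27 °C.
The sequence of the guide strand, TGACAGAAGAGAGTGAGCAC as DNA, matches MIR156a (AT2G25095) on the minus strand of TAIR10.1 chromosome 2 from 10676534 to 10676553, among the other loci of the family. The sign of the small difference in Col-0 depended on single libraries and on scaling. The log2 fold change turned to -0.36 without Col-0 at 27 °C replicate 2 and -0.44 without Col-0 at 21 °C replicate 2, reached 0.65 without Col-0 at 21 °C replicate 1, and was -0.30 with median-of-ratios scaling, and stayed above 0 under the 2 other scalings. That in *dcl1-24/hyl1-2* turned to -0.46 without *dcl1-24/hyl1-2* at 27 °C replicate 3 and -0.34 without *dcl1-24/hyl1-2* at 21 °C replicate 2, and was -0.019 with median-of-ratios scaling. The interval includes changes of more than 2-fold either way.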

Our experiments were conducted using 4-d-old seedlings, where miR156 was present at high levels, while the study by Lee et al. used 10-d-old seedlings^35^, where miR156 was expected to accumulate at a lower level, and therefore the effect of a reduction in pri-miR156 processing may become detectable^32,37^. It has also been shown that PIFs directly suppress the expression of *MIR156* to inhibit leaf initiation under shade conditions^39^, implying that warm temperatures, through PIF4 accumulation, could also repress miR156 production at the transcriptional level. Similarly, in this latter study, miR156 was quantified at the adult stage in 4-week-old plants^39^. Therefore, it is possible that we did not observe the temperature-responsive reduction of miR156 accumulation due to the young seedling stage used in our experiments. Nonetheless, because miR156 plays a positive role in hypocotyl growth, a temperature- or shade-dependent reduction in miR156 abundance would unlikely be a major contributor to miR156-mediated hypocotyl elongation. Also, it is important to note that, despite an antagonistic relationship between PIF4/5 and miR156 in shade-induced responses in leaf number, leaf blade size and flowering time, miR156 appeared to be required for shade- or PIF4/5-induced petiole elongation at the adult stage, as *MIM156* had shorter petioles compared with the wild-type under normal light conditions and lacked the petiole elongation response in simulated shade conditions^39^.

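In these 4-d-old seedlings, the shared guide strand of miR156a to miR156f was the fifth most abundant entry of Col-0. It took 6.90% ± 3.70 of all miRNA RPMR at 21 °C and 6.61% ± 0.525 at 27 °C (SD, n = 3 libraries each), behind miR158a-3p, miR159a, miR159b-3p and miR166. In *dcl1-24/hyl1-2* its share was 2.52% at 21 °C and 2.58% at 27 °C, and in *hyl1-2* 2.37% and 2.85%. No library of another age was among those analysed here. As the paper describes it, the study of Lee et al. compared older seedlings over a lower range of temperatures. The lists below are therefore not a like-for-like comparison with that study.
The miRNAs that the paper cites from Lee et al. as lower at the warmer temperature, miR156 and miR169, were tested as a list of 8, passenger strands included. At 27 against 21 °C in Col-0, 1 was lower at an adjusted p under 0.05, the passenger strand miR169f-3p, and none was higher (1 lower and 1 higher when adjusted over the list alone, fry adjusted p = 0.91). Of all 41 guide strands tested, 0 were called there. Of the 7 that it cites as higher, which belong to miR163, miR172, miR398 and miR399, limma called 0 in either direction (1 higher when adjusted over the list alone, and 1 at an unadjusted p under 0.05, fry adjusted p = 0.91). In *dcl1-24/hyl1-2*, 1 of the 8 was lower, again miR169f-3p (1 when adjusted over the list alone, fry adjusted p = 0.98). In *hyl1-2* against Col-0 at 27 °C, 6 of the 8 were lower (6 when adjusted over the list alone, fry adjusted p = 0.015), as were 4 of the 7 (4 when adjusted over the list alone, fry adjusted p = 0.0029). The latter include miR163, a regulator of methyltransferase genes, with a log2 fold change of -2.24 (standard error 0.73, limma adjusted p = 0.0067). That call was lost without Col-0 at 27 °C replicate 2 (limma adjusted p = 0.074). The direction of miR163 turned to higher with summed miRNA RPMR without miR5026 as the scale, and under no other scaling. With median-of-ratios scaling neither list moved together in *hyl1-2* (fry adjusted p = 0.65 and 0.98).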

Our results unveiled an essential role for the miR156/*SPL9* module in enabling auxin sensitivity for environmentally controlled plant growth (Fig. 7). Hypocotyl elongation elicited by either warm temperatures or shade is mediated by PHYB signaling that promotes the accumulation of PIF4 and PIF7 and PIF-dependent actions of auxin and brassinosteroids^13–18^. Blocking global miRNA biogenesis in *hyl1-2* does not affect early temperature signaling leading to PIF4 accumulation (Fig. 1d), suggesting miRNAs are dispensable for early PHYB signaling events. Similar to *pif457*, the growth retardation in *MIM156*, *rSPL9*, and *hyl1-2* was rescued by exogenous brassinolide (Fig. 5a), indicating the miR156/*SPL9* module intersects with PHYB signaling at a signaling step between PIF4 accumulation and brassinosteroid biosynthesis. More importantly, the *MIM156* and *rSPL9* lines were almost insensitive to low concentrations of exogenous picloram at both low and high temperatures (Figs. 5b and 6a), demonstrating that miR156 plays an essential role in enabling auxin responsiveness. Genome-wide transcriptome analysis suggests miR156 is required for the warm-temperature-dependent induction of auxin-responsive genes, including genes encoding auxin signaling components, such as *IAA19* and *IAA29*, as well as critical proteins for cell elongation, such as the *SAUR*s, particularly the light- and temperature-inducible *SAUR19* and *SAUR26* subfamilies^59–61^. In *MIM156*, the two temperature-responsive *YUC*s, *YUC8*, and *YUC9*, were either still induced by warm temperature or expressed at high levels (Fig. 4d), suggesting that miR156 may play less of a role in regulating auxin biosynthesis, but careful assessments of auxin levels in the mutants are needed to confirm this conclusion. Intriguingly, none of the miRNAs previously shown to be relevant to the regulation of auxin signaling were identified in our study. The levels of miR393, miR160, miR167, and miR390 were all reduced in *hyl1-2* and rescued in *dcl1-24/hy1l-2* (Fig. 2e), but the expression of their target genes was not changed in these mutants, suggesting these miRNAs likely play limited roles in hypocotyl elongation at the seedling stage.

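miR160a/b/c-5p, which represses *ARF10*, *ARF16* and *ARF17*, was lower in *hyl1-2* than in Col-0 at 27 °C by a log2 fold change of -2.24 (standard error 0.75, limma adjusted p = 0.0078). It was higher in *dcl1-24/hyl1-2* than in *hyl1-2* by 2.04 (standard error 0.75, limma adjusted p = 0.018). miR167a/b-5p, which represses *ARF6* and *ARF8*, had -2.29 (standard error 0.73, limma adjusted p = 0.0060) and 1.66 (standard error 0.73, limma adjusted p = 0.05) in these comparisons. For miR390, which sets off the *TAS3* trans-acting siRNAs that target *ARF3* and *ARF4*, the passenger strand miR390a-3p had -2.85 (standard error 0.66, limma adjusted p = 0.00021) and 2.10 (standard error 0.66, limma adjusted p = 0.0060). The guide strand miR390a/b-5p had -1.33 (standard error 0.75, limma adjusted p = 0.12) in *hyl1-2* and did not pass. Of miR393, miR393a-3p had -1.90 (standard error 0.60, limma adjusted p = 0.0054) in *hyl1-2* and 0.62 (standard error 0.60, limma adjusted p = 0.34) in *dcl1-24/hyl1-2* against *hyl1-2*. The other entry, miR393b-3p, had -0.79 (standard error 0.75, limma adjusted p = 0.37) in *hyl1-2*. Both miR393 values are of the strand opposite to the one that targets *TIR1*.
Of the 13 entries of miR393, miR160, miR167 and miR390, 9 were lower in *hyl1-2* than in Col-0 at 27 °C (9 when adjusted over the list alone, fry adjusted p = 0.0039), none was higher and 4 did not pass. In *dcl1-24/hyl1-2* against *hyl1-2*, 4 were higher (2 when adjusted over the list alone, fry adjusted p = 0.033, or 0.95 with median-of-ratios scaling). Between *dcl1-24/hyl1-2* and Col-0, 0 of the 13 passed by limma, with 1 at an unadjusted p under 0.05. The log2 fold changes against Col-0 in *dcl1-24/hyl1-2* were -0.20 (standard error 0.75) for miR160a/b/c-5p, -0.63 (standard error 0.73) for miR167a/b-5p, -0.75 (standard error 0.66) for miR390a-3p, -0.16 (standard error 0.75) for miR390a/b-5p and -1.28 (standard error 0.60) for miR393a-3p. That of miR160a/b/c-5p turned to 0.18 without *dcl1-24/hyl1-2* at 27 °C replicate 1 and 0.039 without Col-0 at 27 °C replicate 2, and that of miR390a/b-5p to 0.37 without *dcl1-24/hyl1-2* at 27 °C replicate 1 and 0.13 without Col-0 at 27 °C replicate 2.
With median-of-ratios scaling the list no longer moved together in *hyl1-2* (fry adjusted p = 0.67), miR390a/b-5p turned to 0.70 and miR393b-3p to 1.25. With libraries scaled to summed miRNA RPMR the difference between *dcl1-24/hyl1-2* and *hyl1-2* turned to -0.0042 for miR160a/b/c-5p, -0.44 for miR167a/b-5p and -0.77 for miR393a-3p. For miR160a/b/c-5p it stayed above 0 under the 2 other scalings (0.51 with median-of-ratios and 0.39 with the sum without miR5026). In *hyl1-2* against Col-0, miR160a/b/c-5p and miR167a/b-5p turned to higher with the sum without miR5026, and under no other scaling. The call of miR160a/b/c-5p in *dcl1-24/hyl1-2* against *hyl1-2* was lost without *dcl1-24/hyl1-2* at 27 °C replicate 2 or 3 or *hyl1-2* at 27 °C replicate 3 (limma adjusted p = 0.084, 0.069 and 0.076). That of miR167a/b-5p was lost in *hyl1-2* against Col-0 without *hyl1-2* at 27 °C replicate 3 or Col-0 at 27 °C replicate 2 (limma adjusted p = 0.055 and 0.074). It was lost in *dcl1-24/hyl1-2* against *hyl1-2* without *dcl1-24/hyl1-2* at 27 °C replicate 2 or 3 or *hyl1-2* at 27 °C replicate 2 or 3 (limma adjusted p = 0.15, 0.17, 0.071 and 0.22) and with a pseudocount of 5 (limma adjusted p = 0.055).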

In summary, our results unveil a previously uncharacterized role of the miR156/*SPL9* module as a critical regulator that enables growth plasticity in response to changes in temperature and light (Fig. 7). Because miR156 is a well-established developmental regulator of shoot development^32^, we propose that the miR156/*SPL9* module defines a developmental pathway that gates plant growth plasticity in response to environmental cues. How the miR156/*SPL9* module regulates auxin responsiveness remains unknown. SPLs could either directly regulate the expression of auxin-responsive genes or indirectly regulate auxin sensitivity through SPL-regulated genes. The current study paves the way for future investigations of the mechanism of miR156-enabled auxin sensitivity in the environmental control of plant growth.

## Methods

### Plant materials and growth conditions

The Columbia (Col-0) ecotype of *Arabidopsis thaliana* was used throughout this study. The *Arabidopsis* mutants *phyB-9*^66^, *pif457*^67^, *ago1-3*^68^, *dcl1-20*^48^, *se-1*^49^, *hyl1-2*^26^, and *det2-1*^69^ were previously described. *pif4-2* (SAIL_1288_E07), *yuc2589* (CS69869), *axr3-1* (CS57504), *MIM156* (CS9953), *sSPL2* (CS69800), *rSPL2* (CS69801), *sSPL3* (CS69802), *rSPL3* (CS69803), *sSPL4* (CS69804), *rSPL4* (CS69805), *sSPL5* (CS69806), *rSPL5* (CS69807), *sSPL6* (CS69808), *rSPL6* (CS69809), *sSPL9* (CS698010), *rSPL9* (CS69811), *sSPL10* (CS69812), *rSPL10* (CS69813), *sSPL11* (CS69814), *rSPL11* (CS69815), *sSPL13* (CS69816), *rSPL13* (CS69817), *sSPL15* (CS69818), *rSPL15* (CS69819), *spl9-4* (CS67866), *spl2/9/10/11/13/15* (CS69799), and *spl3/4/5* (CS69790) were obtained from the Arabidopsis Biological Resource Center. The *pif4-2/hyl1-2* and *dcl1-24/hyl1-2* mutants were generated in this study.

*Arabidopsis* seeds were surface-sterilized and plated on half-strength Murashige and Skoog (½ MS) medium containing Gamborg’s vitamins (Caisson Laboratories), 0.5 mM MES pH 5.7, and 0.8% agar (w/v). Seeds were stratified in the dark at 4 °C for 5 days before treatment under specific light and temperature conditions in LED chambers (Percival Scientific, Perry, IA). Fluence rates of light were measured with an Apogee PS200 spectroradiometer (Apogee Instruments, Logan, UT) and SpectraWiz spectroscopy software (StellarNet, Tampa, FL). For the warm temperature treatment, seedlings were grown under 50 μmol m^−2^ s^−1^ R light at 21 °C for 2 days (48 h) and then either kept in the same conditions or transferred to 27 °C under the same light conditions for two additional days (48 h). To minimize the influence of the circadian clock, all phenotypic characterization, such as hypocotyl measurements, and all molecular characterization, including global miRNA and transcriptome analyses, were performed 96 h after stratification. For the 21-to-27 °C transition experiments, 4-d-old seedlings grown under 50 μmol m^−2^ s^−1^ R light at 21 °C were transferred to 27 °C under the same light conditions for the indicated time period. For end-of-day far-red (EOD-FR) light treatments, seedlings were grown in 100 μmol m^−2^ s^−1^ white light under short-day conditions (8 h light/16 h dark) and treated with 10 µmol m^−2^ s^−1^ FR light for 15 min at the end of the day. Detailed growth conditions are provided in the respective figure legends.

### Hypocotyl measurements

For hypocotyl measurements, at least 30 seedlings from each genotype were scanned using an Epson Perfection V700 photo scanner, and hypocotyl length was measured using NIH ImageJ software (http://rsb.info.nih.gov/nih-image/). The warm-temperature response was assessed as the percent increase in hypocotyl length of each genotype at 27 °C relative to 21 °C. The relative response was calculated using the percent increase in hypocotyl length of a mutant divided by that of Col-0. At least three replicates were used to calculate the mean and standard deviation of the relative response. Bar charts were generated using Prism 8 (GraphPad Software, San Diego, CA). Images of representative seedlings were taken using a Leica MZ FLIII stereo microscope (Leica Microsystems Inc., Buffalo Grove, IL) and processed using Adobe Photoshop v22.3.0 (Adobe Inc., Mountain View, CA).

### EMS mutagenesis and *hyl1-2* suppressor screen

*hyl1-2* seeds were mutagenized with EMS^17^. First, 0.2 g of *hyl1-2* seeds were soaked in 45 ml of ddH_2_O with 0.005% Tween-20 for 4 h, washed twice with ddH_2_O, and then soaked in 0.2% EMS (MilliporeSigma, St. Louis, MO) for 15 h with rotation. Subsequently, the seeds were washed with ddH_2_O eight times, stratified in the dark at 4 °C for 4 days, and sown onto ½ MS plates. A total of 1000 M1 seedlings were randomly selected and grown to flowering. M2 seeds were collected from each M1 plant individually. We then performed family screening for *hyl1-2* suppressors using the M2 seeds from the 1000 families. For the primary screen, at least eighty M2 seeds from each M1 family were grown under 50 μmol m^−2^ s^−1^ R light at 21 °C for 2 days and at 27 °C for two additional days, and putative suppressors with a longer hypocotyl than *hyl1-2* were selected and subjected to a secondary screen for mutants with a hypocotyl length similar to *hyl1-2* at 21 °C—i.e., we screened for mutants with a longer hypocotyl than *hyl1-2* at only 27 °C, not at 21 °C.

### Mapping point mutations

The *hs400/hyl1-2* suppressor mutant was backcrossed to *hyl1-2*. Genomic DNA was isolated from either 96 B2 seedlings with a *hyl1-2*-like short-hypocotyl phenotype or homozygous *hs400/hyl1-2* seedlings in the M3 generation as described previously^70^. A total of 0.25 g seedlings were ground in liquid nitrogen, and the powder was resuspended in 30 ml of ice-cold extraction buffer 1 (0.4 M sucrose, 10 mM Tris, pH 8, 10 mM MgCl_2_, 5 mM β-mercaptoethanol) and filtered through Miracloth. The sample was centrifuged at 1940 × *g* for 20 min at 4 °C. The pellet was resuspended in 1 ml of chilled extraction buffer 2 (0.25 M sucrose, 10 mM Tris, pH 8, 10 mM MgCl_2_, 1% Triton X-100, 5 mM β-mercaptoethanol) and spun at 12,000 × *g* for 10 min at 4 °C. The pellet was resuspended in 300 μl of chilled extraction buffer 3 (1.7 M sucrose, 10 mM Tris, pH 8, 2 mM MgCl_2_, 0.15% Triton X-100, 5 mM β-mercaptoethanol) and overlaid on top of 300 μl of chilled extraction buffer and spun at 14,000 × *g* for 1 h at 4 °C. The pellet, which contained the nuclei, was resuspended in 1.5 ml of CTAB extraction buffer (100 mM Tris-HCl pH 8.0, 1.4 M NaCl, 20 mM EDTA pH 8.0, 2% CTAB) and incubated for 30 min at 60 °C. Then, 1 μl RNase A (20 mg/ml stock solution) was added to the supernatant to remove RNA. Genomic DNA was extracted with chloroform/isopentanol (24:1) and precipitated with isopropanol with centrifugation at 20,000 × *g* for 10 min at 4 °C. The DNA pellet was washed with 75% ethanol and resuspended in water.

Whole-genome sequencing was performed by Novogene Corporation Inc. (Sacramento, CA). The genomic DNA was randomly sheared into short fragments, and the obtained fragments were end-repaired, A-tailed, and further ligated to Illumina adapters. The fragments with adapters were PCR amplified, size selected, and purified. The library was quantified with Qubit and real-time PCR, examined for size distribution with a bioanalyzer, and then subjected to paired-end 150 bp sequencing using NovaSeq 6000 (Ilumina, Inc., San Diego, CA) to generate 5 Gb of data. The *hs400* mutation was identified using the SIMPLE^53^ pipeline by treating the M3 *hs400/hyl1-2* sample as the mutant and the pooled *hyl1-2*-like B2 sample as the wild type. The *dcl1-24* allele was confirmed using the following dCAPS (derived cleaved amplified polymorphic sequences) marker with the PCR primers: dcl1-F (CCTCAAAAGCACGAGGGTCA) and dcl1-R (TCCATCTTTTGTGTCCTCGTCGAAAATCG); digesting the PCR product with the restriction enzyme Hpy188I (New England BioLabs, Ipswich, MA) yields one 180-bp fragment for *dcl1-24* and two fragments of 152-bp and 28-bp for Col-0.

### RNA extraction and quantitative real-time PCR

Seedlings (50–100 mg) were collected by flash freezing in liquid nitrogen and stored at −80 °C until processing. Samples were ground to a fine powder in liquid nitrogen, and RNA was extracted using a Quick-RNA MiniPrep kit with on-column DNase I digestion (Zymo Research, Irvine, CA). cDNA synthesis was performed with 1 μg total RNA using a Superscript II First Strand cDNA Synthesis Kit (Thermo Fisher Scientific, Waltham, MA). For qRT-PCR, cDNA diluted in nuclease-free water was mixed with iQ SYBR Green Supermix (Bio-Rad Laboratories, Hercules, CA) and gene-specific primers (Supplementary Table 1). qRT-PCR reactions were performed using a Roche LightCycler 96 system. Transcript levels were calculated relative to the level of *PP2A*. Bar charts were generated using Prism 8 (GraphPad Software, San Diego, CA).

### Small RNA-seq and RNA-seq analysis

For small RNA-seq, 10 µg of total RNA from 4-d-old seedlings grown at either 21 °C or 27 °C was resolved on a 15% urea-PAGE gel, the 15–40-nt region was excised, and small RNAs were purified from the gel. Small RNA libraries were constructed using a NEBNext Multiplex Small-RNA Library Prep Set for Illumina (E7300). The libraries were sequenced by Novogene Corporation Inc. (Sacramento, CA) using HiSeq X (Ilumina, Inc., San Diego, CA). The sequencing data were analyzed using the homemade pipeline pRNASeqtools v0.8 (https://github.com/grubbybio/pRNASeqTools). The raw reads were processed to remove the 3’ adapter sequence using cutadapt v3.0^71^. Trimmed reads of 18–42-nt were aligned to the *Arabidopsis* genome (Araport11)^72^ using ShortStack v3.8^73^ with parameters (--mismatches 0 --mmap u --bowtie_m 1000 --ranmax 50). Reads were normalized to 45S rRNA reads and RPMR (reads per million of 45S rRNA reads) values were calculated. Differential miRNAs were identified using DESeq2 v1.35.0^74^. Z-scores were computed on a gene-by-gene (row-by-row) basis by subtracting the mean and then dividing by the standard deviation. The computed Z score is then used to plot the heatmap.

RNA-seq sequencing was performed by Novogene Corporation Inc. (Sacramento, CA). Messenger RNA was isolated from total RNA using poly-T oligo-attached magnetic beads. After fragmentation, first-strand cDNA was synthesized using random hexamer primers, followed by second-strand cDNA synthesis. The libraries were subjected to paired-end 150 bp sequencing using NovaSeq 6000 (Ilumina, Inc., San Diego, CA). RNA-seq data analysis was performed using the homemade pRNASeqTools pipeline (https://github.com/grubbybio/pRNASeqTools). Briefly, the raw reads were mapped to the Araport11^72^ genome using STAR version 2.7.7a^75^, and the number of reads mapped uniquely to each annotated gene was counted using featureCounts version 2.0.1^76^. Transcript levels were measured in fragments per kilobase per million total mapped fragments (FPKM). Differentially expressed genes were identified using DEseq2 v1.35.0^74^ with a fold change of two and *p* < 0.01 as the parameters.

Violin plots were generated using ggpubr v0.4.0^77^. Heatmaps were generated using pheatmap v1.0.12^78^. Volcano plots were generated using EnhancedVolcano v1.17.0^79^. Venn diagrams were generated using ggvenn v0.1.9^80^. GO cluster analysis was performed using clusterProfiler 4.0^58^.

### Protein extraction and immunoblots

Total protein from 100 mg of 4-day-old seedlings was extracted in 300 μl of extraction buffer containing 100 mM Tris-Cl pH 7.5, 100 mM NaCl, 5 mM EDTA, 5% SDS, 20% glycerol, 20 mM DTT, 40 mM β-mercaptoethanol, 2 mM phenylmethylsulfonyl fluoride, 40 μM MG115, 40 μM MG132, 10 mM N-ethylmaleimide, 1× phosphatase inhibitor cocktail 3 (MilliporeSigma, Burlington, MA), 1× EDTA-free protease inhibitor cocktail (MilliporeSigma, Burlington, MA), and 0.01% bromophenol blue. Samples were immediately boiled for 10 min and centrifuged at 16,000 × *g* for 10 min. Cleared protein samples were separated via SDS-PAGE, transferred to nitrocellulose membranes, probed with the indicated primary antibodies, and then incubated with a 1:5000 dilution of horseradish peroxidase-conjugated goat anti-rabbit or anti-mouse secondary antibodies (Bio-Rad Laboratories, 1706515 for anti-rabbit and 1706516 for anti-mouse). Primary antibodies, including polyclonal rabbit anti-PIF4 antibodies (Agrisera, AS12 1860) and monoclonal mouse anti-actin antibodies (Sigma-Aldrich, A0480), were used at a 1:2000 dilution. The signals were detected via a chemiluminescence reaction using SuperSignal West Dura Extended Duration Substrate (ThermoFisher Scientific, Waltham, MA).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The *Arabidopsis* mutants used in the current study are available from the corresponding authors upon request. The small RNA and RNA sequencing data associated with this study have been deposited to the GEO database with the accession code GSE216362. The source data underlying Figs. 1b–d, 2b, 3e, 5a, b, 6a, 6c, and Supplementary Fig. 1 are provided as a Source data file. Source data are provided with this paper.

## Source data

Source Data file

# Supplementary material for: MicroRNA156 conditions auxin sensitivity to enable growth plasticity in response to environmental changes in Arabidopsis
**Source:** Nat Commun. 2023 Mar 22;14:1449. doi: 10.1038/s41467-023-36774-9
**Supplement:** Supplementary file 1 — Supplementary Information

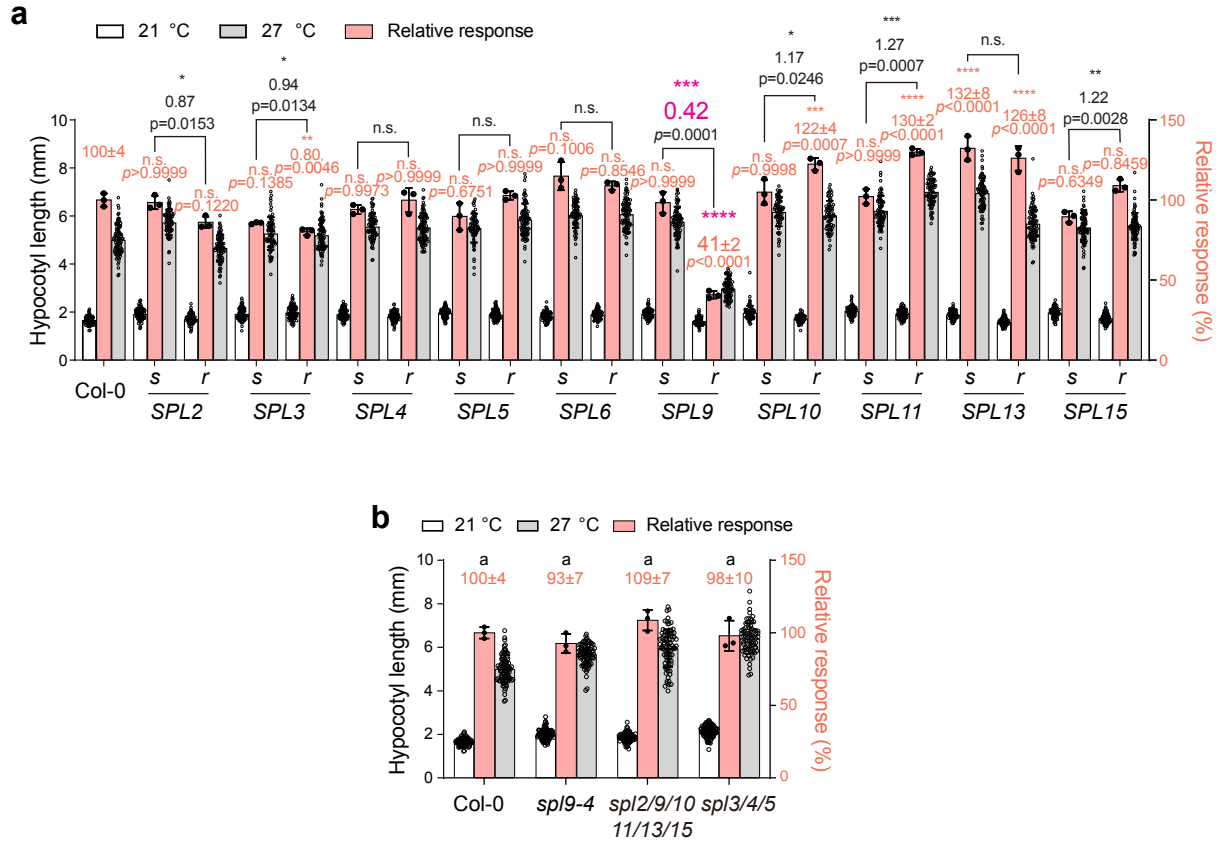

Supplementary Fig. 1. Thermomorphogenic hypocotyl growth is regulated primarily by SPL9. a Hypocotyl length measurements of 4-d-old seedlings expressing either miR156-sensitive (*s*) or -resistant (*r*) of *SPL2*, *SPL3*, *SPL4*, *SPL5*, *SPL6*, *SPL9*, *SPL10*, *SPL11*, *SPL13*, and *SPL15* grown under 50 $\mu\text{mol m}^{-2} \text{s}^{-1}$ R light at 21 °C and 27 °C. The relative response to the warm temperature of each transgenic line was compared with that of Col-0 to identify the line(s) defective in the temperature response using one-way ANOVA (* $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, **** $p < 0.0001$), $n = 3$ independent biological replicates, and the p values are labeled in pink color. Among the 20 lines, *rSPL9* was the only line displaying a significant reduction in the hypocotyl response to warm temperatures. Also, the relative responses between the miR156 resistant and sensitive lines were compared to assess the role of each *SPL* in miR156-mediated thermomorphogenesis using a two-tailed Student's *t*-test (* $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$), $n = 3$ independent biological replicates, the p values and fold changes are labeled in black color. n.s. indicates no significant difference. *SPL9* was the only gene displaying a more than twofold decrease in the relative response of the miR156-resistant (*rSPL9*) line compared with that of the miR156-sensitive (*sSPL9*) line. **b** Hypocotyl length measurements of 4-d-old Col-0, *spl9-4*, *spl2/9/10/11/13/15*, and *spl3/4/5* seedlings grown under 50 $\mu\text{mol m}^{-2} \text{s}^{-1}$ R light at 21 °C and 27 °C. Pink numbers show the mean $\pm$ s.d. values of the relative responses and the lowercase letters indicate no significant difference in the relative responses (ANOVA, Tukey's HSD, $p < 0.01$, $n = 3$ independent biological replicates). For **a** and **b**, the open and grey bars represent hypocotyl length measurements at 21 °C and 27 °C, respectively. The pink bars show the relative response, which is defined as the relative hypocotyl response to 27 °C of a line compared with that of Col-0 (set at 100%). Error bars for the hypocotyl measurements represent s.d., $n =$ at least 70 seedlings from three independent experiments; error bars for the relative responses represent s.d., $n = 3$ independent biological replicates. The centers of the error bars represent the mean. The source data underlying the hypocotyl measurements in **a** and **b** are provided in the Source Data file.

Supplementary Table 1. Primers for qRT-PCR analysis.

**Accession**	**Gene name**	**Forward primer**	**Reverse primer**
AT1G13320	<i>PP2A</i>	TATCGGATGACGATTCTTCGTGCAG	GCTTGGTCGACTATCGGAATGAGAG
AT2G43010	<i>PIF4</i>	AACCAGATCATCTCCGACCGGTTT	TCCCGCCGGTGAACATAATCTCAA

# Supplementary material for: MicroRNA156 conditions auxin sensitivity to enable growth plasticity in response to environmental changes in Arabidopsis
**Source:** Nat Commun. 2023 Mar 22;14:1449. doi: 10.1038/s41467-023-36774-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Data 1. Abundance of annotated miRNAs in Col-0, *hyl1-2*, and *dcl1-24/hyl1-2* at 21 °C and 27 °C. Worksheet 2 shows the abundance of annotated miRNAs in 4-d-old Col-0, *hyl1-2*, and *dcl1-24/hyl1-2* grown under 50 $\mu\text{mol m}^{-2} \text{s}^{-1}$ R light at either 21 °C or 27 °C. miRNAs were quantified as reads per million 45S rRNA reads. Worksheets 3-6 show the fold changes of annotated miRNAs between the two temperatures within the same genotype or between two genotypes at the indicated temperature.

Supplementary Data 2. Transcriptome analysis of Col-0, *pif457*, *MIM156*, *hyl1-2*, and *dcl1-24/hyl1-2* at 21 °C and 27 °C. Worksheet 2 shows the transcript levels (FPKM) of expressed genes in 4-d-old Col-0, *pif457*, *MIM156*, *hyl1-2*, and *dcl1-24/hyl1-2* grown under 50 $\mu\text{mol m}^{-2} \text{s}^{-1}$ R light at either 21 °C or 27 °C. Worksheets 3-6 show the fold changes of expressed genes between the two temperatures within the same genotype or between two genotypes at the indicated temperature.

# Supplementary material for: MicroRNA156 conditions auxin sensitivity to enable growth plasticity in response to environmental changes in Arabidopsis
**Source:** Nat Commun. 2023 Mar 22;14:1449. doi: 10.1038/s41467-023-36774-9
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☒	☐	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☒	☐	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

The small RNA and RNA sequencing data associated with this study have been deposited to the GEO database with the accession code GSE216362 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE216362>].

Data analysis

The small-RNA and RNA sequencing data were analyzed using the homemade pipeline pRNASeqtools v0.8 (<https://github.com/grubbybio/pRNASeqTools>).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The Arabidopsis mutants used in the current study are available from the corresponding authors upon request. The small RNA and RNA sequencing data associated with this study have been deposited to the GEO database with the accession code GSE216362. The source data underlying Figs. 1b-d, 2b, 3e, 5a-b, 6a, 6c, and Supplementary Fig. 1 are provided as a Source Data file.

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No sample-size calculation was performed.
Data exclusions	No data were excluded from analysis.
Replication	Three biological replicates were performed for the small-RNA and RNA sequencing analysis. Three biological replicates were performed for hypocotyl measurements, transcript analyses, and immunoblots.
Randomization	For temperature and light treatments, seedlings were exposed to uniform temperature and light conditions in a growth chamber and were randomly picked for measurements.
Blinding	Not relevant to this study.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Anti-PIF4 antibody, Agrisera AS12 1860; anti-actin antibody, Sigma-Aldrich A0480; anti-mouse secondary antibody, Bio-Rad 1706516; anti-rabbit secondary antibody, Bio-Rad 1706515.
Validation	The validation data for all antibodies can be found in the manufacturer's website.

How the deposited data were processed for this re-analysis (not part of the article)

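The re-analysis used the deposited table of RPMR for 161 miRNA entries in 18 small RNA libraries, 3 at 21 °C and 3 at 27 °C for each of *dcl1-24/hyl1-2*, *hyl1-2* and Col-0. The values are a form of RPM: before deposit, the authors scaled the reads of each miRNA to the 45S rRNA reads of its library. No column was left out. As the authors describe, small RNA was gel-purified and sequenced, adapters were removed with cutadapt 3.0, reads were aligned to the Araport11 genome with ShortStack and normalised to 45S rRNA reads, and differential miRNAs were found with DESeq2 1.35.0. The filtering of reads and the scaling to 45S rRNA are already in the values and cannot be undone from them.

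Each column was tested for whole multiples of its smallest value, and the largest distance from a whole multiple was 1.1e-10. The implied 45S rRNA reads ranged from 1115776 to 4158872 per library, and the implied miRNA reads from 11040 to 173156. The columns with the fewest low values have 65 values under 20 reads. Although the multiples are whole, the implied reads were not treated as recovered counts. They were used to describe depth, and no tests on counts were run. Whether same-numbered libraries deviate together was checked by the correlation of their deviations from the group means. All 3 pairs of numbers were over 0.1 between Col-0 and *hyl1-2* at 27 °C (0.16 to 0.48) and between 21 and 27 °C in *dcl1-24/hyl1-2* (0.14 to 0.27), and in no other pair of groups. Any pairing in these 2 comparisons rests on the values alone, since no label or text says what a number shares. Mature sequences were matched to the annotated miRNA genes of TAIR10.1, and each of the 203 names has a position.

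Fold changes come from limma 3.58.1 in R 4.3.3, on log2(RPMR + 1) with a variance trend, with a mean for each of the 6 groups and equal weights, over the 139 entries with a mean of at least 1 RPMR over the 18 libraries. The tests are two-sided. Adjusted p-values are by the method of Benjamini and Hochberg over the 139 entries of a comparison. Levels per library were compared with exact permutation tests of the genotype labels, of 20 arrangements at a single temperature and of 400 within both. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for these and matplotlib 3.10.9 for the figures. The procedure was tested on simulated data with known 4-fold and 2-fold changes, in 20 runs.

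Lists tested with fry, where at least 3 members were tested, were the guide and the passenger strands of miR156 and miR157, the auxin-related miRNAs (miR160, miR167, miR390, miR393), broadly conserved and other families, all guide and all passenger strands, the products of DCL4, the copper-, phosphate- and sulfate-responsive miRNAs, the miRNAs of the silencing machinery, those of leaf and meristem development, and those that the paper cites from Lee et al. as higher or as lower in the warm. The lists, the comparisons, the tests and the alternatives were chosen before the data were examined, apart from those named in the closing section. Supplementary Data 1, which has the layout of the deposited table, could be read while they were chosen, and its names, the top of each sheet and the step of its low values had been seen. The miRNAs named are those of the families in the paper's text, those labelled in Fig. 3a, those of Fig. 3c, up to 10 per direction and comparison with the largest fold change past adjusted p whose libraries do not overlap between the groups, the 10 of highest mean RPMR, and 2 to 4 of each list with the highest mean RPMR.

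The alternatives were pseudocounts of 0.5 and 5, no filter, a minimum mean of 5 RPMR, libraries scaled to summed miRNA RPMR or by median-of-ratios factors over the miRNAs, the replicate number as a term, a fit of only the groups compared, array weights, and leaving out each library in turn. Not analysed here were the mRNA sequencing and the physiological measurements of the paper.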

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

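The tests on miR5026 and on the other families reported in the last part were chosen after the results were seen. Each result here is a miRNA past a limma adjusted p of 0.05 for an entry that the paper's text does not discuss, with 3 libraries in each group and no overlap between them, which chance alone gives for 10% of miRNAs.

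miR5026 was the miRNA with the highest log2 fold change in *dcl1-24/hyl1-2* against Col-0 at 27 °C, 5.05 (standard error 0.62, limma adjusted p = 6.9e-11). miR5650 (TAIR10.1 chromosome 2 from 19686959 to 19686979) had 3.77, miR833b 3.20, miR837-3p 3.01, miR4228-3p 2.98, miR3440b-3p 2.37, miR5654-5p 2.36 and miR863-5p 2.09 on the log2 scale. All 8 belong to families outside the broadly conserved ones, and the paper's text names none of them, while its Supplementary Data 1 lists them. The calls of miR3440b-3p and miR863-5p rested on single libraries. The first was lost without Col-0 at 27 °C replicate 1 (limma adjusted p = 0.051). The second was lost without *dcl1-24/hyl1-2* at 27 °C replicate 3 or Col-0 at 27 °C replicate 3 (limma adjusted p = 0.055 and 0.096).

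Lower in *dcl1-24/hyl1-2* than in Col-0 at 27 °C were the DCL4 products miR822-5p (-4.65 on the log2 scale) and miR822-3p (-3.59), miR173-5p (-3.26), miR162a/b-3p (-2.90), miR162a/b-5p (-2.24) and miR319c (-2.38). Their directions held under each scaling. The call of miR319c was lost without *dcl1-24/hyl1-2* at 27 °C replicate 1 or Col-0 at 27 °C replicate 2 (limma adjusted p = 0.098 and 0.054), and with summed miRNA RPMR without miR5026 as the scale (limma adjusted p = 0.15).

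With temperature, miR169f-3p was lower at 27 °C in Col-0 (-2.82 on the log2 scale) and in *dcl1-24/hyl1-2* (-3.17), and miR3932b-5p in *dcl1-24/hyl1-2* (-2.73). The call of miR169f-3p was lost in a fit of the Col-0 libraries alone (limma adjusted p = 0.18), and in *dcl1-24/hyl1-2* without both libraries numbered 3 (limma adjusted p = 0.12). That of miR3932b-5p was lost without *dcl1-24/hyl1-2* at 27 °C replicate 1 or 2 or *dcl1-24/hyl1-2* at 21 °C replicate 3 (limma adjusted p = 0.068, 0.28 and 0.24). Whether these responses differ between genotypes was tested by the interaction in limma, which called 0 miRNAs at an adjusted p under 0.05 (1 at an unadjusted p under 0.05 between Col-0 and *dcl1-24/hyl1-2*).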

How the results depend on the processing

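Scaling to summed miRNA RPMR without miR5026, leaving out both *dcl1-24/hyl1-2* libraries numbered 3, the sum without miR5026 and the comparison of families by their mean in *dcl1-24/hyl1-2* were chosen after the results were seen. The tests on counts with edgeR and with DESeq2 were planned only if whole reads could be recovered from the values. Within a library the values are whole multiples of the smallest, yet these tests were not run. The cause of the changes below was not tested.

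The 3 other scalings come first. With summed miRNA RPMR, median-of-ratios scaling and summed miRNA RPMR without miR5026, in this order, the miRNAs past the paper's threshold (lower for *hyl1-2*, higher for *dcl1-24/hyl1-2* against *hyl1-2*, either way for temperature) were 25, 28 and 19 for *hyl1-2* against Col-0 at 21 °C, 24, 17 and 13 for *hyl1-2* against Col-0 at 27 °C, 20, 28 and 23 for *dcl1-24/hyl1-2* against *hyl1-2* at 21 °C, 10, 18 and 17 for *dcl1-24/hyl1-2* against *hyl1-2* at 27 °C, 10, 10 and 10 for 27 against 21 °C in Col-0, 13, 12 and 13 for 27 against 21 °C in *hyl1-2*, 9, 12 and 9 for 27 against 21 °C in *dcl1-24/hyl1-2*. At a limma adjusted p under 0.05 they were 29, 35 and 24 for *hyl1-2* against Col-0 at 21 °C, 31, 23 and 15 for *hyl1-2* against Col-0 at 27 °C, 21, 40 and 25 for *dcl1-24/hyl1-2* against *hyl1-2* at 21 °C, 4, 18 and 17 for *dcl1-24/hyl1-2* against *hyl1-2* at 27 °C, 7, 6 and 6 for 27 against 21 °C in Col-0, 12, 8 and 11 for 27 against 21 °C in *hyl1-2*, 6, 6 and 6 for 27 against 21 °C in *dcl1-24/hyl1-2*. The miRNAs on the other side at that adjusted p, in the same order of scalings, were 24, 21 and 33 higher for *hyl1-2* at 21 °C and 15, 19 and 28 at 27 °C, against 1 and 2 as reported. For *dcl1-24/hyl1-2* against *hyl1-2* they were 23, 10 and 13 lower at 21 °C and 8, 5 and 6 at 27 °C, against 3 and 4. Between *dcl1-24/hyl1-2* and Col-0 at 21 °C, 11, 22 and 26 were higher and 17, 16 and 6 lower, against 19 and 11. At 27 °C, 17, 24 and 29 were higher and 30, 16 and 7 lower, against 23 and 14. The miRNAs within 2-fold of Col-0 in *dcl1-24/hyl1-2* were 4, 8 and 7 at 27 °C and 9, 16 and 9 at 21 °C. The median log2 fold change of *dcl1-24/hyl1-2* against *hyl1-2* was 2.09 at 21 °C and 1.46 at 27 °C, and moved to 0.18 and -0.05, 0.71 and 0.32, and 0.47 and 0.24. Against Col-0 it was -0.07 and -0.52, and moved to -0.35 and -0.75, 0.06 and -0.10, and 0.45 and 0.31. Lists past a fry adjusted p of 0.05 with median-of-ratios scaling were 6 for *hyl1-2* at 21 °C, 5 at 27 °C, 5 and 1 for *dcl1-24/hyl1-2* against *hyl1-2*, 1 and 3 for *dcl1-24/hyl1-2* against Col-0, 4 for temperature in *hyl1-2* (conserved families, copper-responsive, phosphate-responsive and leaf and meristem miRNAs, all higher) and 1 in *dcl1-24/hyl1-2* (copper-responsive, higher), against 12, 12, 12, 8, 0, 0, 0 and 0 as reported. Of the 6, 5 were lower, and the passenger strands of miR156 and miR157, not past the threshold as reported, were higher (fry adjusted p = 0.044). Of the 3, 1 was higher and 2 were lower.

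Of 93 fold changes of named miRNAs, the direction turned for 11 with summed miRNA RPMR, 13 with median-of-ratios scaling and 20 with summed miRNA RPMR without miR5026, with log2 values as follows. With scaling to summed miRNA RPMR, these were in *hyl1-2* against Col-0 at 27 °C miR393b-3p 1.03, miR408-3p 0.081, miR390a/b-5p 0.48, miR396b-5p 0.32, miR822-5p 0.86, miR822-3p 0.96, and in *dcl1-24/hyl1-2* against *hyl1-2* at 27 °C the miR156a to miR156f guide strand -0.17, miR393a-3p -0.77, miR160a/b/c-5p -0.0042, miR167a/b-5p -0.44, miR403-3p -0.21. With median-of-ratios scaling, these were in *hyl1-2* against Col-0 at 27 °C miR393b-3p 1.25, miR408-3p 0.30, miR390a/b-5p 0.70, miR164a 0.054, miR396b-5p 0.55, miR822-5p 1.09, miR822-3p 1.15, miR166a-3p 0.069, and in *dcl1-24/hyl1-2* against *hyl1-2* at 27 °C miR393a-3p -0.41, and in *dcl1-24/hyl1-2* against Col-0 at 27 °C miR390a/b-5p 0.32, miR160a/b/c-5p 0.27, and in 27 against 21 °C in Col-0 the miR156a to miR156f guide strand -0.30, and in 27 against 21 °C in *dcl1-24/hyl1-2* the miR156a to miR156f guide strand -0.019. With scaling to summed miRNA RPMR without miR5026, these were in *hyl1-2* against Col-0 at 27 °C miR393b-3p 1.85, miR408-3p 0.90, miR390a/b-5p 1.30, miR160a/b/c-5p 0.35, miR167a/b-5p 0.36, miR398b/c-3p 0.11, miR164a 0.64, miR396b-5p 1.15, miR822-5p 1.69, miR822-3p 1.75, miR158a-3p 0.10, miR166a-3p 0.67, miR157a/b/c-5p 0.26, miR163 0.37, and in *dcl1-24/hyl1-2* against *hyl1-2* at 27 °C miR393a-3p -0.59, miR167a/b-5p -0.038, and in *dcl1-24/hyl1-2* against Col-0 at 27 °C miR390a/b-5p 0.79, miR390a-3p 0.15, miR160a/b/c-5p 0.74, miR167a/b-5p 0.33. With array weights, these were in *hyl1-2* against Col-0 at 27 °C miR863-5p -0.072. With both *dcl1-24/hyl1-2* libraries numbered 3 left out, these were in 27 against 21 °C in *dcl1-24/hyl1-2* the miR156a to miR156f guide strand -0.19. The directions of miR173-5p, miR159a, miR162a/b-3p, miR319c, miR165a-3p, miR171b-3p, miR395a, miR827 and miR775 turned under no scaling.

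The other settings kept more of the named fold changes. Pseudocounts of 0.5 and 5 kept direction and side of the threshold for 93 and 88 of the 93 fold changes, no filter for 92, the fit of only the groups compared for 91, and array weights for 80, with 12 more past the threshold. The replicate number as a block kept 93, with 74 miRNAs lower in *hyl1-2* at 27 °C and 3 lists for *dcl1-24/hyl1-2* against *hyl1-2* at 27 °C in place of 8. The lists past the threshold only without the block were the miR156 and miR157 guide strands, the auxin-related, copper-responsive and leaf and meristem miRNAs and the broadly conserved families (fry adjusted p = 0.033 without the block and 0.055 with it, for each). All same-numbered libraries correlated over 0.1 in 2 comparisons, *hyl1-2* against Col-0 at 27 °C and temperature in *dcl1-24/hyl1-2*. There the block changed no call of a named miRNA or list. Same-numbered libraries had a correlation over 0.1 in 24 of 45 pairs (from -0.31 to 0.60), and the same number correlated best in 51 of 90 comparisons, where chance alone would give 30. Not every library correlated best with its own number, and over all groups it stays open whether the numbers pair the libraries. A pseudocount of 5 gave 33 miRNAs past the paper's threshold for *dcl1-24/hyl1-2* against *hyl1-2* at 27 °C, 20 against Col-0 and 3 for temperature in *dcl1-24/hyl1-2*. A minimum of 5 RPMR, which leaves 87 entries, gave 32, 12 (21 °C), 15 and 2, and 43, 12 and 15 at an adjusted p under 0.05. The fit of only the groups compared gave 2 for temperature in Col-0 and 2 in *dcl1-24/hyl1-2*, and 0 and 1 at a limma adjusted p under 0.05. Array weights gave 20 in Col-0 and 12 in *hyl1-2*, and 19 and 3. Without both *dcl1-24/hyl1-2* libraries numbered 3 there were 35 for *dcl1-24/hyl1-2* against *hyl1-2* at 27 °C, 3 for temperature in *dcl1-24/hyl1-2* and 17 within 2-fold, and 40, 2 (Col-0) and 0 (*dcl1-24/hyl1-2*) at an adjusted p under 0.05.

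Leaving out 1 library at a time changed the direction of the following results, or moved their counts by over 1.5 times, and the lowest and highest values are included. For *dcl1-24/hyl1-2* against *hyl1-2* at 27 °C, the 54 miRNAs past the paper's threshold became 64 without *dcl1-24/hyl1-2* at 27 °C replicate 1, 29 without *dcl1-24/hyl1-2* at 27 °C replicate 3 and 29 without *hyl1-2* at 27 °C replicate 3. For 27 against 21 °C in Col-0, the 6 miRNAs past the paper's threshold became 2 without Col-0 at 27 °C replicate 1, 3 without Col-0 at 27 °C replicate 2, 15 without Col-0 at 27 °C replicate 3, 12 without Col-0 at 21 °C replicate 1, 3 without Col-0 at 21 °C replicate 2 and 3 without Col-0 at 21 °C replicate 3. For 27 against 21 °C in *hyl1-2*, the 4 miRNAs past the paper's threshold became 0 without *hyl1-2* at 27 °C replicate 1, 7 without *hyl1-2* at 27 °C replicate 3 and 0 without *hyl1-2* at 21 °C replicate 3. For 27 against 21 °C in *dcl1-24/hyl1-2*, the 5 miRNAs past the paper's threshold became 8 without *dcl1-24/hyl1-2* at 27 °C replicate 1 and 3 without *dcl1-24/hyl1-2* at 27 °C replicate 2. At a limma adjusted p under 0.05, the number for *dcl1-24/hyl1-2* against *hyl1-2* at 27 °C was 66 and became 95 without *dcl1-24/hyl1-2* at 27 °C replicate 1, 40 without *dcl1-24/hyl1-2* at 27 °C replicate 3 and 42 without *hyl1-2* at 27 °C replicate 3. At a limma adjusted p under 0.05, the number for 27 against 21 °C in Col-0 was 1 and became 1 without Col-0 at 27 °C replicate 1 and 8 without Col-0 at 27 °C replicate 3. At a limma adjusted p under 0.05, the number for 27 against 21 °C in *dcl1-24/hyl1-2* was 2 and became 1 without *dcl1-24/hyl1-2* at 27 °C replicate 1, 1 without *dcl1-24/hyl1-2* at 27 °C replicate 2, 3 without *dcl1-24/hyl1-2* at 21 °C replicate 1 and 1 without *dcl1-24/hyl1-2* at 21 °C replicate 3. The 37 miRNAs within 2-fold of Col-0 at 27 °C became 23 without Col-0 at 27 °C replicate 1, 19 without Col-0 at 27 °C replicate 3, 22 without *hyl1-2* at 27 °C replicate 3, 49 without *dcl1-24/hyl1-2* at 27 °C replicate 1 and 15 without *dcl1-24/hyl1-2* at 27 °C replicate 3. The difference in mean log10(RPMR + 1) for *dcl1-24/hyl1-2* minus Col-0 was -0.011 and became 0.014 without Col-0 at 21 °C replicate 1, 0.034 without Col-0 at 27 °C replicate 2, -0.063 without Col-0 at 27 °C replicate 3, 0.0066 without *dcl1-24/hyl1-2* at 21 °C replicate 1, 0.013 without *dcl1-24/hyl1-2* at 21 °C replicate 2 and 0.039 without *dcl1-24/hyl1-2* at 27 °C replicate 1. The difference of other minus conserved families for *hyl1-2* against Col-0 was 0.12 and became 0.31 without Col-0 at 27 °C replicate 3 and -0.062 without *hyl1-2* at 21 °C replicate 3. The log2 fold change of the miR156a to miR156f guide strand for 27 against 21 °C in Col-0 was 0.078 and became -0.36 without Col-0 at 27 °C replicate 2, 0.65 without Col-0 at 21 °C replicate 1 and -0.44 without Col-0 at 21 °C replicate 2. Among the named miRNAs, 488 of 558 values kept direction and side of the threshold, 50 lost and 9 gained a call, and 11 turned. Those that turned were the miR156a to miR156f guide strand in 27 against 21 °C in Col-0 from -0.44 (without Col-0 at 21 °C replicate 2) to 0.65 (without Col-0 at 21 °C replicate 1), the miR156a to miR156f guide strand in 27 against 21 °C in *dcl1-24/hyl1-2* from -0.46 (without *dcl1-24/hyl1-2* at 27 °C replicate 3) to 0.63 (without *dcl1-24/hyl1-2* at 27 °C replicate 1), miR156f-3p in 27 against 21 °C in *dcl1-24/hyl1-2* from -0.13 (without *dcl1-24/hyl1-2* at 27 °C replicate 3) to 1.42 (without *dcl1-24/hyl1-2* at 27 °C replicate 1), miR390a/b-5p in *dcl1-24/hyl1-2* against Col-0 at 27 °C from -0.69 (without *dcl1-24/hyl1-2* at 27 °C replicate 3) to 0.37 (without *dcl1-24/hyl1-2* at 27 °C replicate 1), miR160a/b/c-5p in *dcl1-24/hyl1-2* against Col-0 at 27 °C from -0.54 (without Col-0 at 27 °C replicate 3) to 0.18 (without *dcl1-24/hyl1-2* at 27 °C replicate 1), miR863-5p in *hyl1-2* against Col-0 at 27 °C from -0.39 (without Col-0 at 27 °C replicate 3) to 0.73 (without Col-0 at 27 °C replicate 2).

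The remaining measures depended on their definition. The difference of *dcl1-24/hyl1-2* from Col-0 in the level per library was 0.035 by the median of log10(RPMR + 1), and that in summed miRNA RPMR was 13014.9 (exact p = 0.445, two-sided) and turned to -17285.7 without miR5026 (exact p = 0.06). The difference of other minus conserved families between *hyl1-2* and Col-0, 0.12 by the median, was 0.86 by the mean.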

Differences from the paper's values

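Scaling to summed miRNA RPMR without miR5026 is the only setting of this part that was chosen after the results were seen. The paper reports 56 of the miRNAs reduced in *hyl1-2* at 27 °C as back within 2-fold in *dcl1-24/hyl1-2*, and the value here is 37. Of the alternatives set before the data were examined, array weights (49), leaving out *dcl1-24/hyl1-2* at 27 °C replicate 1 (49) and counting miRNAs not past the paper's threshold against Col-0 (54) give a value within 1.5 times the paper's, and the other 16 do not.

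The paper's fold changes are those of Supplementary Data 1, which are on the log2 scale as its column names say, and the paper names DESeq2 for its differential miRNAs. The values here are differences of log2(RPMR + 1), on which the fold change of a low miRNA is understated, so the measures are unlike. A fold change is listed where the signs differ or where the values lie further apart than the standard error here. Apart from that of miR390a/b-5p, each change listed is the larger one in the paper. Whether the unlike measures make these differences was not tested. For miR391-3p in 27 against 21 °C in Col-0, the paper's log2 fold change is 3.38 and the value here 1.61, and none of the 14 alternatives was within the error of the paper's. For miR390a/b-5p in *dcl1-24/hyl1-2* against Col-0 at 27 °C, the paper's log2 fold change is 0.031 and the value here -0.16 (listed for its sign alone, since the values lie within the standard error of 0.75), with no difference by the same rule under median-of-ratios scaling (0.32), without *dcl1-24/hyl1-2* at 27 °C replicate 1 (0.37), without Col-0 at 27 °C replicate 2 (0.13) and a difference under the other 12 of 15 alternatives. For miR390a-3p in *hyl1-2* against Col-0 at 27 °C, the paper's log2 fold change is -3.60 and the value here -2.85, with no difference by the same rule under pseudocount 0.5 (-3.20), without *hyl1-2* at 27 °C replicate 1 (-2.90), without *hyl1-2* at 27 °C replicate 2 (-2.94), without Col-0 at 27 °C replicate 3 (-3.48) and a difference under the other 11 of 15 alternatives. For miR169a-5p in *hyl1-2* against Col-0 at 27 °C, the paper's log2 fold change is -2.65 and the value here -1.47, with no difference by the same rule under pseudocount 0.5 (-1.94) and a difference under the other 13 of 14 alternatives. For miR162a/b-5p in *dcl1-24/hyl1-2* against Col-0 at 27 °C, the paper's log2 fold change is -5.08 and the value here -2.24, and none of the 14 alternatives was within the error of the paper's. For miR5654-5p in *hyl1-2* against Col-0 at 27 °C, the paper's log2 fold change is 2.70 and the value here 1.46, with no difference by the same rule under scaling to summed miRNA RPMR (2.87), median-of-ratios scaling (2.55) and a difference under the other 12 of 14 alternatives. For miR5654-5p in *dcl1-24/hyl1-2* against Col-0 at 27 °C, the paper's log2 fold change is 3.67 and the value here 2.36, and none of the 14 alternatives was within the error of the paper's. For miR833b in *dcl1-24/hyl1-2* against Col-0 at 27 °C, the paper's log2 fold change is 4.40 and the value here 3.20, with no difference by the same rule under pseudocount 0.5 (3.77) and a difference under the other 14 of 15 alternatives. For miR4228-3p in *dcl1-24/hyl1-2* against Col-0 at 27 °C, the paper's log2 fold change is 4.52 and the value here 2.98, and none of the 14 alternatives was within the error of the paper's. For miR169f-3p in 27 against 21 °C in *hyl1-2*, the paper's log2 fold change is -1.72 and the value here -0.94, with no difference by the same rule under pseudocount 0.5 (-1.16), scaling to summed miRNA RPMR (-2.20), median-of-ratios scaling (-1.98), without *hyl1-2* at 27 °C replicate 1 (-1.01), without *hyl1-2* at 27 °C replicate 3 (-1.02), without *hyl1-2* at 21 °C replicate 1 (-1.33), without *hyl1-2* at 21 °C replicate 3 (-1.03) and a difference under the other 8 of 15 alternatives. For miR169f-3p in 27 against 21 °C in *dcl1-24/hyl1-2*, the paper's log2 fold change is -4.25 and the value here -3.17, with no difference by the same rule under pseudocount 0.5 (-3.77), without *dcl1-24/hyl1-2* at 21 °C replicate 2 (-3.61) and a difference under the other 13 of 15 alternatives. For miR395a in *hyl1-2* against Col-0 at 27 °C, the paper's log2 fold change is -3.53 and the value here -1.87, and none of the 14 alternatives was within the error of the paper's. For miR827 in *hyl1-2* against Col-0 at 27 °C, the paper's log2 fold change is -2.83 and the value here -1.91, with no difference by the same rule under pseudocount 0.5 (-2.29), without Col-0 at 27 °C replicate 3 (-2.44) and a difference under the other 12 of 14 alternatives. For miR171b-3p in *hyl1-2* against Col-0 at 27 °C, the paper's log2 fold change is -4.44 and the value here -3.35, with no difference by the same rule under pseudocount 0.5 (-3.89) and a difference under the other 14 of 15 alternatives.

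The number of miRNAs higher at 27 °C in Col-0 is 5 in the paper and 4 here. These are at unlike thresholds: the legend of Fig. 3a names multiple t-tests with correction for multiple comparisons, and the 4 here are at an unadjusted p under 0.01, while limma called 0 higher at an adjusted p under 0.05 (14 in either direction at an unadjusted p under 0.05). The number of miRNAs lower in *hyl1-2* is 65 in the paper, which names no correction there, and 64 here at the unadjusted p. Of the 5 labelled in Fig. 3a, miR408-3p and miR156b-3p are not past an unadjusted p of 0.01 and a 2-fold change here. miR408-3p passes both with pseudocount 5, scaling to summed miRNA RPMR, median-of-ratios scaling, array weights, without Col-0 at 27 °C replicate 3 and without Col-0 at 21 °C replicate 1, and miR156b-3p with scaling to summed miRNA RPMR, array weights, without Col-0 at 27 °C replicate 3 and without Col-0 at 21 °C replicate 1. Scaling to summed miRNA RPMR without miR5026, chosen after the values were seen, also brings miR408-3p past a limma adjusted p of 0.05 (0.0067). Settings that give 5 are no filter and median-of-ratios scaling. The lines of Fig. 3a stand at 2 on an axis named fold change, and the values plotted match log2 values. Past a log2 fold change of 2, limma gives 3 higher and 2 lower here in Col-0, and the paper's table 4 and 2.

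The paper states that none of the miRNAs raised in Col-0 rose in *dcl1-24/hyl1-2*. Here the log2 fold changes in *dcl1-24/hyl1-2* are 1.93 for miR393b-3p and 1.55 for miR408-3p, not past correction, and the interaction of temperature and genotype passed for 0 miRNAs in limma (1 at an unadjusted p under 0.05). In the paper's own table, 3 miRNAs are more than 2-fold higher in *dcl1-24/hyl1-2* at 27 °C with a p value under 0.01 (miR393b-3p, miR408-3p and miR168a-3p). The table does not say whether its p values are corrected, so it is open whether these 3 pass the corrected test that the legend names. The paper names miR393 and miR390 as reduced in *hyl1-2*, where here miR393a-3p and miR390a-3p passed and miR393b-3p and the guide strand miR390a/b-5p did not. With array weights miR390a/b-5p passed as lower (limma adjusted p = 0.022).

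For temperature in *hyl1-2*, 12 miRNAs are more than 2-fold higher with a p value under 0.01 in the paper's table and 4 with an unadjusted p under 0.01 here, all 4 among the 12. Among the other 8 is the shared miR156a to miR156f guide strand, with a log2 fold change of 1.40 and a p value of 0.0039 in the paper's table and of 1.30 with an unadjusted p of 0.055 here. The fold changes are no difference by the same rule, and none of the 15 alternatives gives it an unadjusted p under 0.01. By the paper's table itself, 42 of the miRNAs are more than 2-fold lower in *hyl1-2* at 27 °C with a p value under 0.01, all 42 among the 64 here, and 23 of them are within 2-fold in *dcl1-24/hyl1-2*. Over miRNAs, which are not independent replicates, the log2 fold changes of the paper's table and those here have a Pearson correlation of 0.91 for temperature in Col-0, 0.77 in *hyl1-2*, 0.93 in *dcl1-24/hyl1-2*, 0.87 for *hyl1-2* and 0.95 for *dcl1-24/hyl1-2* against Col-0 at 27 °C.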

Other observations

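The tests on miR5026, on the other families, on the fall of the median miRNA and on the splits of the temperature responses were chosen after the results were seen. Of 6 copper-responsive miRNAs, 3 were lower in *hyl1-2* than in Col-0 at 27 °C (3 when adjusted over the list alone, fry adjusted p = 0.025), a direction that turned to higher with median-of-ratios scaling (fry adjusted p = 0.22), and 2 were higher in *dcl1-24/hyl1-2* than in *hyl1-2* (2 when adjusted over the list alone, fry adjusted p = 0.033), which turned to lower with that scaling (fry adjusted p = 0.95). The median log2 level of passenger minus guide strands per library was 1.07 higher in *hyl1-2* than in Col-0 (exact permutation test within temperature, two-sided p = 0.005, the smallest of 400 arrangements). Passenger strands have the lower median level in Col-0, a fall of low miRNAs is understated on log2(RPMR + 1), and strands of matched level were not compared. miR840-5p, whose log2 fold change was -2.0 in *dcl1-24/hyl1-2* against Col-0 at 27 °C (standard error 0.72, limma adjusted p = 0.030), lost its call with a pseudocount of 5 (limma adjusted p = 0.096) and without *dcl1-24/hyl1-2* at 27 °C replicate 1 or 2 or Col-0 at 27 °C replicate 1 or 2 (limma adjusted p = 0.15, 0.11, 0.11 and 0.071).

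At 21 °C the shared miR156a to miR156f guide strand had a log2 fold change of -4.28 in *hyl1-2* against Col-0 (standard error 0.67, limma adjusted p = 6.0e-08). In *dcl1-24/hyl1-2* against Col-0 at 21 °C, miR822-5p had -3.29, miR822-3p -2.07, miR5650 4.06 and miR863-5p 2.15 on the log2 scale. The call of miR822-3p there was lost without *dcl1-24/hyl1-2* at 21 °C replicate 1 or 2 or Col-0 at 21 °C replicate 2 (limma adjusted p = 0.10, 0.061 and 0.13), and that of miR863-5p without Col-0 at 21 °C replicate 1 (limma adjusted p = 0.055).

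The fall of miRNAs in *hyl1-2* relative to 45S rRNA reads may be partly a larger 45S rRNA denominator. The implied 45S rRNA reads per library had medians of 1982981 in *hyl1-2* and 2116350 in Col-0 at 21 °C. At 27 °C these medians were 2997407 and 2450558. The implied miRNA reads had medians of 12127 and 88415 at 21 °C and of 23530 and 100092 at 27 °C. The values do not hold the total reads of a library, so these counts alone do not settle the question. With median-of-ratios scaling, 36.1% of the falls called at the 2 temperatures stayed called (34 of 83 at 21 °C, 23 of 75 at 27 °C). This is above the 30% set in advance as speaking against a denominator as the whole cause, while at 27 °C alone the share, 30.7%, is close to that bound. The 2 DCL4 products lay above the median of all 139 miRNAs by 1.79 times the mean of their own standard errors at 21 °C and 1.03 times at 27 °C. That mean is not the standard error of this difference. For the median miRNA, a denominator and a loss of miRNAs therefore cannot be told apart with 2 such products. The distance of these products from the miRNAs called lower (2.93 and 1.99 on the same measure) decides nothing, since those were chosen because they fell.

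miR5026 (TAIR10.1 chromosome 4 from 7844612 to 7844632, plus strand, inside the non-coding gene AT4G13495) took 1.37% to 4.26% of miRNA RPMR in Col-0, 22.4% to 50.0% in *hyl1-2* and 37.2% to 64.4% in *dcl1-24/hyl1-2*. A smaller denominator in *dcl1-24/hyl1-2* is argued against by its log2 fold change of 5.53 with median-of-ratios scaling at 27 °C. More RNA from the whole locus stays open: miR863-5p, from the same gene, had 2.09 in *dcl1-24/hyl1-2* and 0.26 in *hyl1-2*, where miR5026 was higher, and its call in *dcl1-24/hyl1-2* was lost without *dcl1-24/hyl1-2* at 27 °C replicate 3 or Col-0 at 27 °C replicate 3 (limma adjusted p = 0.055 and 0.096). No entry of miR850, the other miRNA of this locus, was tested. In *hyl1-2* the value for miR863-5p turned to -0.18 without *hyl1-2* at 27 °C replicate 1 and -0.39 without Col-0 at 27 °C replicate 3. At 21 °C miR5026 had 4.76 in *dcl1-24/hyl1-2* against Col-0. A change of processing by the altered DCL1, which the design names, was not tested.

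The 23 miRNAs higher in *dcl1-24/hyl1-2* than in Col-0 at either temperature (19 at both) were all among the 70 of other families and none among the 69 conserved. Low levels in Col-0 as the whole cause are argued against: at the Col-0 levels of the called miRNAs other than miR5026 (0 to 7.53 RPMR), 22 of 39 other miRNAs and 0 of 19 conserved ones were called, where 10.7 would be at the same share. Matched with miR5026, over all libraries, or without the filter, 21.6 of 64, 15.1 of 42 and 11.6 of 24 would be, and 0 were. Each range was set by the called miRNAs themselves, and levels were not matched within it, so a part played by low levels stays open. A general shift of the other families may contribute: the median log2 level of other minus conserved families was 0.54 higher in *dcl1-24/hyl1-2* than in Col-0 (exact permutation test within temperature, two-sided p = 0.09), and the mean 0.84 higher (exact p = 0.005). No biological explanation was tested.

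The 6 libraries of a comparison can be split into 3 and 3 in 10 ways, the real one included, which is too few for a share under 0.05. The miRNAs past adjusted p in the real split and the highest of the others were 84 and 0 for *hyl1-2* at 21 °C, 77 and 0 at 27 °C, 114 and 0 and 70 and 0 for *dcl1-24/hyl1-2* against *hyl1-2*, 30 and 6 and 37 and 0 for *dcl1-24/hyl1-2* against Col-0, 1 and 17 for temperature in Col-0 (3 as large, the real one included), 0 and 0 in *hyl1-2* (all 10) and 2 and 1 in *dcl1-24/hyl1-2*. For *hyl1-2* against Col-0 at 27 °C and temperature in *dcl1-24/hyl1-2*, where the numbers may pair the libraries, the 3 other splits that part all same-numbered libraries gave 0. The splits of *dcl1-24/hyl1-2* that keep a pair together reached 1 at most. The split with 17 points to a structure among the Col-0 libraries other than temperature. For the differences in response, all of 100 draws were as large as the real 0, with a highest of 28 for *dcl1-24/hyl1-2* and 95 for *hyl1-2* against Col-0. A count of 0 is reached by every draw, so this says nothing about chance. These draws exchange genotypes within a temperature, and by this construction they carry the differences between genotypes into the response. In simulated data a 4-fold fall was called for 69.5% of miRNAs, a 2-fold fall for 13% and no change for 0.466%, and fry called 20 of 20 doubled lists of 10 and 1 of 20 unchanged ones. The simulation drew each miRNA on its own, with a fixed spread and without shifts of whole libraries. Its shares are therefore not rates of true or false calls in the real libraries.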
